# Widespread RNA binding by chromatin-associated proteins

**DOI:** 10.1186/s13059-016-0878-3

**Published:** 2016-02-16

**Authors:** David G Hendrickson, David R. Kelley, Danielle Tenen, Bradley Bernstein, John L. Rinn

**Keywords:** RNA, lncRNA, RNA-protein interaction, RIP-seq, Chromatin

## Abstract

**Background:**

Recent evidence suggests that RNA interaction can regulate the activity and localization of chromatin-associated proteins. However, it is unknown if these observations are specialized instances for a few key RNAs and chromatin factors in specific contexts, or a general mechanism underlying the establishment of chromatin state and regulation of gene expression.

**Results:**

Here, we perform formaldehyde RNA immunoprecipitation (fRIP-Seq) to survey the RNA associated with a panel of 24 chromatin regulators and traditional RNA binding proteins. For each protein that reproducibly bound measurable quantities of bulk RNA (90 % of the panel), we detect enrichment for hundreds to thousands of both noncoding and mRNA transcripts.

**Conclusion:**

For each protein, we find that the enriched sets of RNAs share distinct biochemical, functional, and chromatin properties. Thus, these data provide evidence for widespread specific and relevant RNA association across diverse classes of chromatin-modifying complexes.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-016-0878-3) contains supplementary material, which is available to authorized users.

## Background

Control of gene expression is mediated by transcriptional and post-transcriptional mechanisms. Standard models hold that DNA binding proteins (e.g., transcription factors) respond to sequence composition and chromatin context to promote transcription of RNA molecules [11, 17, 58, 62]. Subsequently, a diverse cast of RNA binding proteins (RBPs) binds the nascent transcripts to dictate splicing, stability, localization and translation [19, 26, 33, 35, 59, 83]. Recent advances in systematic profiling of nucleic acid–protein interactions have blurred these conventions, finding that many DNA binding proteins associate with RNA to modulate both transcriptional and post-transcriptional outcomes [1, 7, 15, 28, 39, 44, 60, 71, 89]. Collectively, these studies suggest a more intertwined regulatory network than previously appreciated.

RNA’s role in chromatin formation has long been studied [2, 63]. Recent work has focused on better understanding RNA interactions with chromatin proteins. It has been suggested that a large class of newly discovered long noncoding RNAs (lncRNAs) have functional roles in binding and modulating the activity of proteins involved in chromatin modification [38, 45, 57, 70–72, 82, 84]. For example, the lncRNA Xist plays an integral role in the inactivation of one X chromosome in female mammalian cells by recruiting a variety of transcriptional and epigenetic repressors [10, 54, 55, 65, 76, 89]. Despite the established influence of chromatin on the gene expression changes of development and disease, our current understanding of how chromatin modifications are executed by the cell is incomplete. Though much of the machinery has been detected and biochemical mechanisms described, where and when specific chromatin modifiers take action is unclear. If Xist and other examples are to be generalized, RNA may be an important missing component of these incomplete models of chromatin dynamics.

Multiple groups recently mapped the full spectrum of RNA interactions of one of Xist’s silencing partners, PRC2 [31, 39, 89]. Complementing these data with biochemical assays, they suggest that PRC2 binds numerous transcripts with high affinity but lower specificity than traditionally studied RBPs [12, 13, 31]. This promiscuous binding challenged models purporting lncRNA guidance of PRC2 to specific loci and led to revised models based on PRC2 sensing the presence of RNA, which modulates its activity and or localization [8, 30, 31]. How these interactions and properties extend beyond PRC2 to the many other chromatin-associated complexes remains unknown.

Here, we address this question by surveying RNA interactions of 24 proteins using the same cell type (K562) and cross-linking conditions. Our set includes both traditional RBPs and chromatin-associated proteins (CAPs) that lack classically defined RNA binding domains. We refined a formaldehyde cross-linking RNA immunoprecipitation technique followed by deep sequencing (fRIP-Seq) to perform triplicate experiments that showed high concordance, exceeding previous genome-wide surveys of individual CAPs. We detected widespread binding of CAPs to both lncRNAs and mRNAs, driven by a mix of gene structure and sequence composition preferences. We uncovered many intriguing examples of RNA binding relating to the local chromatin, suggesting that RNA indeed plays important roles in creating and/or maintaining chromatin states. Our data provide a powerful, novel resource towards further dissecting the interplay of RNA and epigenetic regulation across diverse chromatin regulatory complexes.

## Results

### fRIP-Seq: a method for capturing and identifying RNA–CAP interactions

To survey a broad panel of RNA–CAP interactions, we required an immunoprecipitation (IP) method optimized for maximal RNA and protein recovery that is specific, scalable, quantitative, reproducible, and similar to chromatin immunoprecipitation (ChIP) conditions known to readily isolate CAP complexes and recover DNA–CAP interactions. Existing cross-link IP (CLIP) methods for measuring direct RNA–protein binding require large amounts of input RNA, scale poorly for survey purposes across multiple antibodies, and are challenging to assess quantitatively [18, 40, 42, 68].

To address these specific needs, we modified existing RNA IP (RIP) and ChIP protocols that employ formaldehyde cross-linking to prevent post-lysis re-association or “mixing” of RNA-protein complexes similar to RIPiT-Seq [34, 67–69, 77, 78]. We first observed that the percentage of formaldehyde used for cross-linking had dramatic effects on both protein and RNA recovery (Fig. S1 in Additional file 1). High formaldehyde concentrations used for cross-linking resulted in much lower protein and RNA recovery in comparison with lower formaldehyde concentrations. We hypothesized that higher formaldehyde concentrations over-cross-link proteins and nucleic acids into macro-aggregates that either are lost to the insoluble fraction or are too large for effective capture. Indeed, in testing a range of formaldehyde percentages using HNRNPU (a nuclear protein), we found that tenfold lower (0.1 %) formaldehyde cross-linking allowed for considerably more efficient recovery of total RNA, protein, and protein-associated RNA (Fig. S1 in Additional file 1).

After cross-linking, a 90 second sonication was sufficient for nuclear lysis and chromatin shearing, but gentle enough to lightly fragment RNAs. Following incubation with a targeted antibody, we isolated bound proteins with magnetic beads and purified associated RNA (Fig. S1 in Additional file 1). For the purposes of this study, we refer to this optimized protocol as formaldehyde RNA immunoprecipitation (fRIP; Fig. 1a).

**Fig. 1:**
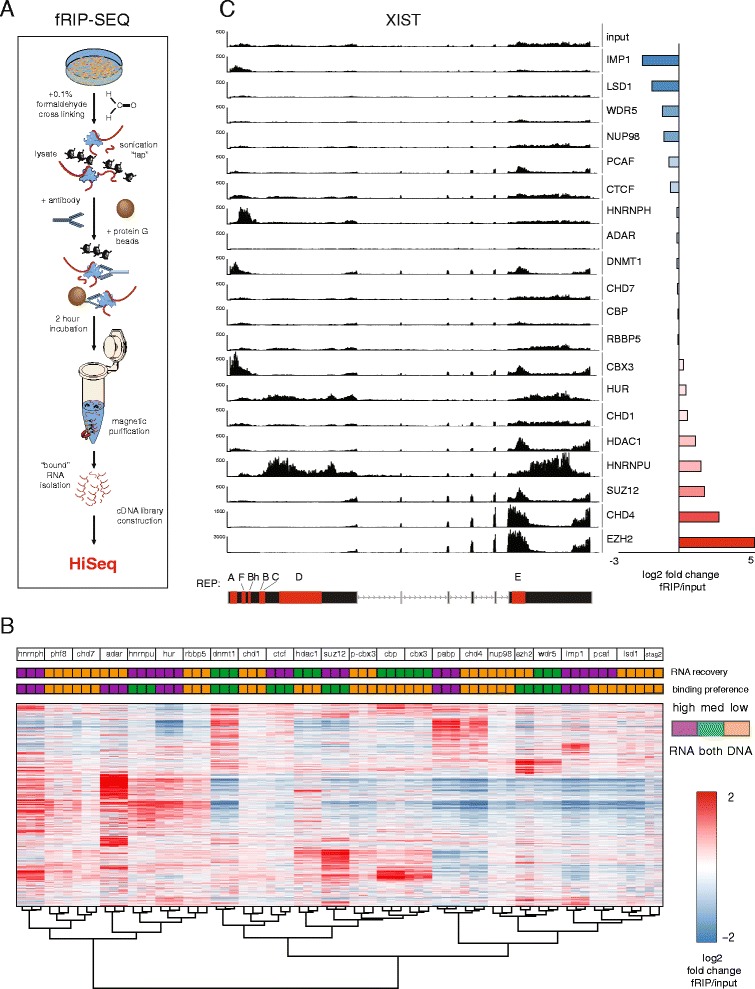
fRIP-Seq reveals widespread binding of chromatin-associated proteins to mRNAs and lncRNAs. **a** Formaldehyde cross-linking RNA–protein complexes enables identification of target RNAs by high-throughput sequencing. **b** We mapped RNA interaction partners for 24 proteins in triplicate and performed hierarchical clustering of log2 fRIP/input fold change over the ~25,000 genes present in at least one condition. Replicates cluster together for every protein. Binding patterns vary between proteins. Neither total RNA recovery from fRIP-Seq (*orange* 1–10 nanogram range, *green* 10–50 nanogram range, *purple* 50+ nanograms) or published nucleic acid binding properties (*orange* DNA, *green* both DNA and RNA, *purple* RNA) can explain the observed clustering solution. **c** The lncRNA Xist is significantly bound by HNRNPU and PRC2 components SUZ12 and EZH2 in our data, validating these known interactions. fRIP-Seq coverage suggests potential binding patterns along the transcript. The coverage scales (y-axis) have maximum coverage 500, except for CHD4 and EZH2, which have maximum coverage 1500 and 3000, respectively

To confirm that 0.1 % formaldehyde cross-linking is sufficient to prevent post-lysis mixing, we queried the association of HNRNPU with cytoplasmic transcripts. We established sets of nuclear and cytoplasmic transcripts as those that were significantly differentially expressed in a comparison of RNA-Seq of nuclear lysate and whole cell lysate. Under native conditions (no cross-linking), HNRNPU enriches for cytoplasmically localized transcripts, suggesting that HNRNPU interacts with these RNAs after cell lysis (Fig. S2 in Additional file 1). However, 0.1 % formaldehyde cross-linking abolishes this association of cytoplasmic transcripts with HNRNPU (Fig. S2 in Additional file 1). Thus, light cross-linking maintains the absence of post-lysis reassociation of RNPs.

After devising and testing the optimized protocol, we compiled a diverse fRIP candidate list (Additional file 2). We included traditional RBPs in our panel as positive controls for known RNA binding preferences and a point of comparison for RNA–CAP binding properties. In addition, recent observations of interaction between chromatin modification and RNA processing suggest that many RBPs may also associate with and influence chromatin [3]. We systematically tested candidate antibodies in fRIP conditions for specific enrichment of the target protein using western blot analysis (Fig. S3 in Additional file 1). From the original candidate list of 36, we were able to cleanly isolate 25 proteins (69 %). Of 25 validated antibodies, 23 reproducibly enriched bulk RNA relative to a negative IgG control (Fig. S1 in Additional file 1).

We performed fRIP on the 23 candidates that had both specific IP and enrichment for RNA interactions. In addition, we included one protein (STAG2, a cohesin subunit) that did not appear to enrich RNA above background as a negative control for background binding of RNA to protein. We also included one antibody that appeared to cross-react with many proteins (SETD2) as a negative control example of a non-specific antibody. To identify the captured RNA associated with our total panel of 25 fRIP experiments, we performed high throughput RNA sequencing (RNA-Seq) on the protein-associated RNA alongside input RNA collected from lysate.

### fRIP-Seq reliably and reproducibly detects widespread binding of CAPs to RNA

Each fRIP-Seq was conducted in biological triplicate (different dates and lysates; STAG2, EZH2, and SETD2 were performed as duplicates) in K562 cells, allowing a thorough assessment of the reproducibility of the experiments. 

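RNA from fRIP and from input was re-analysed for K562, an established human leukemia cell line that grows in suspension. In fRIP, living cells are lightly cross-linked with formaldehyde, lysed by sonication and incubated with an antibody against 1 protein, and the RNA that is recovered with the antibody is sequenced beside input RNA from the lysate. The 24 targets comprised 6 RBPs (ADAR, HNRNPH1, HNRNPU, HUR, IMP1 and PABP) and 18 CAPs (CBP, CBX3, phospho-CBX3, CHD1, CHD4, CHD7, CTCF, DNMT1, EZH2, HDAC1, LSD1, NUP98, PCAF, PHF8, RBBP5, STAG2, SUZ12 and WDR5), with phospho-CBX3 being a modified form of CBX3. Of these, 22 had 3 libraries each and EZH2 and STAG2 had 2 each, which gave 70 fRIP libraries. Another 9 libraries were input RNA, labelled as 3 sets of 3. The paper's text does not say how the input sets differ or which set served which fRIP. The sample labels number the STAG2 libraries 1 and 3, but the table of values numbers them 1 and 2, so the second STAG2 library was used as a replicate without a number. The SETD2 libraries and the libraries of nuclear lysate were not analysed here.
The deposited values do not state the number of sequenced fragments, but the low values of genes with a single isoform rise in steps, and each step is what 1 fragment is worth. In each library, between 80.1% and 88.7% of those low values lay within 0.15 of a whole multiple of the step. The depth read from the step is an approximation. In M (mega) fragments, it ranged from 1.72 M to 51.9 M per fRIP library (median 11.8 M, n = 70) and from 10.5 M to 27.0 M per input library (median 18.5 M, n = 9). The ADAR libraries were the shallowest, with 1.72 M to 2.06 M, and the DNMT1 libraries the deepest, with 29.2 M to 51.9 M. The SUZ12 libraries held 18.6 M to 22.3 M, the CHD4 libraries 17.8 M to 22.3 M and the STAG2 libraries 7.90 M to 8.57 M. The medians of the input sets were 18.5 M for set 1, 25.7 M for set 2 and 13.1 M for set 3. Genes near 1 FPKM therefore rest on few fragments, above all in the ADAR libraries.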

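The authors aligned the reads to the human genome assembly hg19 with the GENCODE v18 annotation using TopHat, and estimated gene and isoform abundance in FPKM with Cuffdiff 2. The filters applied to the reads, and whether the counting used the strand, are not given in the sources used here. The table held 48453 genes, of which 46055 were matched by identifier to the GENCODE v44 annotation on the same assembly, which supplied gene classes (19358 mRNA genes and 12370 lncRNA genes), coordinates, transcript lengths and sequences. Of the 185661 transcripts with values, 172143 were matched and 44.6% of these had the same version number in both annotations. Since FPKM values are not counts, they were tested on a log2 scale. Genes with at least 1 FPKM in at least 2 of the 79 libraries (25442 genes) entered limma with an intensity trend on log2(FPKM + 1), in 1 fit of all 79 libraries with a mean for each protein and 1 for the 9 inputs, so that all groups shared the estimate of the spread. A gene was called enriched or depleted at a Benjamini-Hochberg adjusted p under 0.05 and a change of more than 2-fold. Fold changes are given on the log2(FPKM + 1) scale, which understates the change of genes with low values. In simulated data with 200 of the 25442 genes changed, the fit called 97.5% of the changed genes and 2 others for a group the size of DNMT1, and 99% and 2 others for a group the size of STAG2. The simulated changes were well beyond 2-fold and only in genes above 1 FPKM in input. Noise was normal, without differences between input sets or in library scale. These shares are therefore not the sensitivity or error rate of the counts reported here.
The input sets differed from each other. Pearson correlations of log2(FPKM + 1) were 0.966 to 0.983 between libraries of one set and 0.948 to 0.982 between libraries of different sets, and the set means differed by over 2-fold for 586 genes between sets 1 and 2, for 766 genes between sets 1 and 3 and for 259 genes between sets 2 and 3. The input values in the authors' deposited table of comparisons were compared with the 3 sets over 16836 genes, and for every protein the next nearest set was at least 9.33 times farther than the nearest. By this measure, ADAR, CBX3, phospho-CBX3, CHD4, CTCF, DNMT1, HDAC1, HNRNPH1, HNRNPU, IMP1, LSD1, STAG2 and SUZ12 matched set 1, CHD1, NUP98, PCAF, RBBP5 and WDR5 matched set 2, and CBP, CHD7, EZH2, HUR, PABP and PHF8 matched set 3. Values against this matched input set, a comparison chosen after seeing the data, are printed beside the values against all 9 inputs.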

Replicates exhibited remarkable consistency, demonstrated by hierarchical clustering of log2 fold changes of fRIP-Seq over input RNA-Seq (Fig. 1b). For every protein, replicates clustered together.

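The log2 ratio of fRIP FPKM + 1 to mean input FPKM + 1 was clustered across the 70 fRIP libraries over the 25636 genes that the authors' Cuffdiff 2 run tested in at least 1 comparison, with Pearson correlation distance and Ward's method. The libraries of 18 of the 24 proteins formed a branch of their own. Those of CHD1, CHD7, NUP98, PCAF, PHF8 and WDR5 did not. Across genes, which are not independent replicates, libraries of the same protein had a mean Pearson correlation of 0.731 and libraries of different proteins 0.221. The gap between these means was larger than in each of 100000 permutations of the protein labels (one-sided permutation p = 1e-05, the smallest they can give). The lowest correlation between libraries of the same protein was 0.431. All libraries were set against the same input mean, which raises both means. With the matched input set, the same 18 proteins had a branch of their own, the means were 0.725 and 0.174 and the lowest correlation within a protein was 0.390. The number fell most, to 16, with a pseudocount of 0.1 FPKM and with average linkage on Spearman distance. For CHD1, NUP98, PCAF and WDR5, libraries with the same replicate number shared part of their deviation with the inputs of set 2. With this replicate effect taken out, in a test chosen after seeing the data, these 4 had a branch of their own and CHD7 and PHF8 did not. From its clustering, the paper concludes that the replicates reproduced each other closely.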

Further, these data recapitulated known RNA–protein interactions. For example, we observed specific binding of ADAR to Alu sequences, for which they have a well-documented affinity (Fig. S4 in Additional file 1) [49]. Previous CLIP-Seq studies for five RBPs (HNRNPU, CTCF, HUR, IMP1, and HNRNPH1) broadly agreed with our results [22, 32, 40, 48, 61, 74, 86]. Transcripts containing CLIP-Seq peaks showed greater evidence of fRIP-Seq binding than those without, despite all CLIP experiments having been performed in different cell types (Fig. S5 in Additional file 1). SUZ12 and HNRNPU fRIP-Seq experiments clearly detected (>3-fold) established interactions with the lncRNA XIST (Fig. 1c) [14, 25, 53, 90]. 

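XIST (ENSG00000229807.5) is a lncRNA gene on the minus strand of chromosome X, from 73040484 to 73072558 in hg19. Its level was 80.6 ± 25.5 FPKM (SD, n = 9) in input, 330.0 ± 28.2 FPKM (SD, n = 3) in SUZ12 fRIP and 310.2 ± 28.7 FPKM (SD, n = 3) in HNRNPU fRIP. The log2 fold change over input was 2.08 for SUZ12 (standard error 0.19, adjusted p = 1.48e-14 from limma with Benjamini-Hochberg adjustment), a 4.22-fold enrichment, and 1.99 for HNRNPU (standard error 0.19, adjusted p = 3.94e-13 from the same fit), a 3.96-fold enrichment. In both fRIPs every library lay above every input library (two-sided exact permutation test on log2(FPKM + 1), p = 0.00455, the smallest that 3 libraries against 9 allow). XIST was not equally abundant in the input sets, with 113 ± 6.57 FPKM in set 1, 67.2 ± 6.96 FPKM in set 2 and 61.1 ± 7.98 FPKM in set 3 (SD, n = 3 each; exact permutation test of the difference between the sets, p = 0.0143). Both proteins matched set 1, against which the log2 fold change of XIST was 1.53 for SUZ12 (adjusted p = 2.96e-09) and 1.44 for HNRNPU (adjusted p = 8.23e-08), equal to 2.89-fold and 2.72-fold. No alternative moved SUZ12 more than set 1 did, while centring each library on its median moved HNRNPU most, to 1.40 (adjusted p = 6.34e-11), a 2.63-fold enrichment, and SUZ12 to 2.05. Against set 3 alone the values were 2.42 and 2.33. In the authors' deposited table, XIST is 3.06-fold enriched in SUZ12 fRIP and 2.55-fold in HNRNPU fRIP, both called significant. The XIST transcript overlaps the antisense gene TSIX. Of its 25-mers, read on either strand, 39.5% also occur in transcripts of other genes and 38.9% occur in TSIX, so its FPKM is uncertain to the extent that the counting did not separate the strands.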

Surprisingly, we also found that the ATPase helicase chromatin-remodeling enzyme CHD4 bound XIST >7-fold over input, suggesting that CHD4 is a previously unreported XIST binding protein.

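In CHD4 fRIP, the 3 libraries had 868, 720.0 and 484 FPKM of XIST (mean 691 ± 194, SD). The log2 fold change over the 9 inputs was 3.10 (standard error 0.19, adjusted p = 8.35e-20, limma), which is 8.59-fold, and 2.56 against the matched input set (adjusted p = 8.66e-16), which is 5.88-fold. With each library centred on its median it was 3.51, or 11.4-fold. The difference exceeded the spread between libraries, since each CHD4 library lay above each input library (two-sided exact permutation test, p = 0.00455). In the authors' deposited table the enrichment is 6.19-fold and significant. EZH2 fRIP had a higher level of XIST than any other fRIP, 3722 ± 931 FPKM (SD, n = 2), a log2 fold change of 5.55 (standard error 0.22, adjusted p = 2.21e-29, limma) or 5.89 against the matched set (adjusted p = 4.99e-29). With 2 libraries against 9, the exact permutation p was 0.0182, the smallest this design allows. XIST was also enriched in HDAC1 fRIP, at 229 ± 28.9 FPKM (SD, n = 3) and a log2 fold change of 1.55 (adjusted p = 6.52e-10), or 1.00 against the matched set (adjusted p = 6.84e-05), while the authors' deposited table gives a q-value of 0.0824 there and no significant call. It was depleted in PABP (log2 fold change -2.53, matched -2.18), IMP1 (-2.25, matched -2.79), LSD1 (-1.58, matched -2.13), WDR5 (-1.42, matched -1.22) and NUP98 fRIP (-1.31, matched -1.11), and in STAG2 fRIP against the matched set only (-0.90, matched -1.45). For NUP98 and STAG2, the authors' deposited table gives q-values of 0.227 and 0.0505 and no significant call. From the enrichment in CHD4 fRIP, the paper proposes that CHD4 binds XIST.

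**Figure D1:**
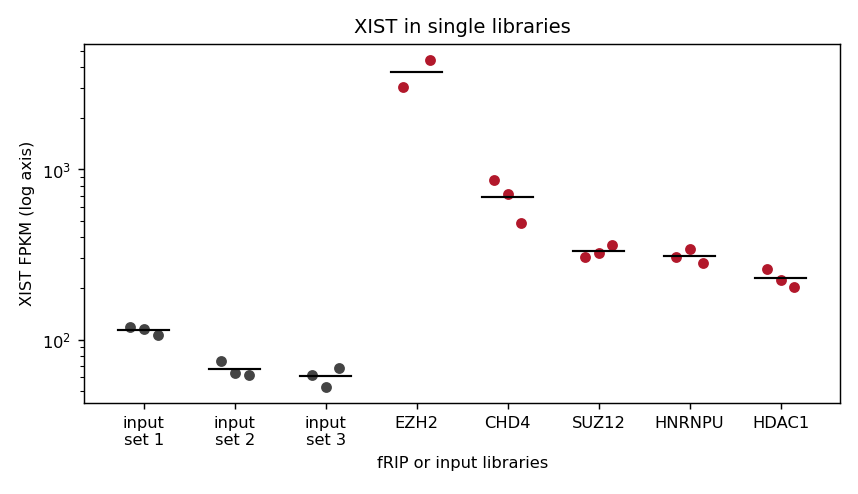
FPKM of XIST on a log axis in each library of the 3 input sets (grey points) and of EZH2, CHD4, SUZ12, HNRNPU and HDAC1 fRIP (red points), with a black line at the mean of each group. Each fRIP library shown lies above each input library, and the input libraries of set 1 lie above those of sets 2 and 3.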

We next asked how transcripts bound by fRIP-Seq are affected upon RBP depletion. In publicly available RNA-Seq measuring gene expression after depletion of five of our proteins (HNRNPU, IMP1, HUR, CTCF, and SUZ12) [13, 40], fRIP-Seq and depletion/control fold changes were significantly correlated (Fig. S6 in Additional file 1). Transcripts identified as bound by fRIP-Seq by the known transcript stabilizer HUR were significantly downregulated following HUR depletion [40, 48, 61]. Transcripts bound by SUZ12 were similarly affected, suggesting a previously unknown stabilizing role.

We observed slight clustering of sequencing reads over specific regions of RNAs, due to sonication shearing prior to protein–antibody pull down. From this coverage bias, we were able to broadly determine regions of protein interaction, but with lower resolution than would be needed for direct binding site detection. For instance, alignment coverage for PABP, a protein that binds polyadenylated transcript tails, was highest over the 3’ end of transcripts (Fig. S7 in Additional file 1). Alternatively, we found that DNMT1 and SUZ12 tended to associate with the 5’ ends of transcripts (Fig. S7 in Additional file 1). Likewise, we found drastic and intriguing differences in fRIP-Seq coverage over individual transcripts like XIST, for which we observed bimodal 3’ binding of HNRNPU and concomitant enrichment of SUZ12 at the site of HNRNPU depletion (Fig. 1c). Lastly, we found that in addition to binding Alu-containing transcripts, ADAR preferentially binds to Alu elements and adjacent regions within transcripts, even after accounting for multi-mapping reads (Fig. S4 in Additional file 1). Collectively, fRIP-Seq not only detects the RNA transcripts bound by a protein but also traces the spatial geography of the interactions.

Having ascertained the resolution and accuracy of fRIP-Seq in measuring RNA–protein interactions, we examined genome-wide trends across the panel of proteins. 

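Against the 9 inputs, a median of 1034 genes per protein were enriched, from 67 for NUP98 to 6775 for ADAR, and a median of 1331.5 were depleted, from 186 for RBBP5 to 3735 for PABP. With the matched input set, the medians were 1270.5 enriched genes (24 for PCAF to 6042 for ADAR) and 1194.5 depleted genes (118 for CHD1 to 3701 for CHD4). Among the CAPs, SUZ12 fRIP was enriched for 3889 genes, of which 2998 were mRNAs and 425 lncRNAs, and for 3421 against its matched set (2770 mRNAs and 293 lncRNAs). CHD1 fRIP had 108 enriched and 255 depleted genes, and 61 enriched against its matched set. Among the RBPs, HNRNPU fRIP was enriched for 3341 genes, with 769 mRNAs and 1191 lncRNAs, and HNRNPH1 fRIP for 6237 genes, with 2877 mRNAs and 1796 lncRNAs. Against their matched set these were 2089 genes for HNRNPU, with 438 mRNAs and 770 lncRNAs, and 5039 for HNRNPH1, with 2543 mRNAs and 1437 lncRNAs. The size of the enrichment also varied. Against the matched input sets, the top percentile of genes began at a log2 fold change of 0.71 for NUP98 and of 3.94 for ADAR. The gene with the largest fold change, taken among genes at adjusted p under 0.05 with each fRIP library above each input library, was an mRNA for 1 protein, a lncRNA for 2, a pseudogene for 13 and a gene outside the reference annotation for 8, and 3 of these genes were listed at 0 in all inputs.
The balance of enriched against depleted genes rested on the scale of the deposited FPKM values. When each library was centred on the median of its tested genes, the median log2 fold change over all genes shifted by -0.98 (ADAR) to 0.61 (PCAF), by more than 0.1 for 17 proteins, and the medians became 1293 enriched and 865 depleted genes. The order of the proteins changed too, with enriched genes from 133 for CTCF to 5329 for PABP and depleted genes from 162 for CTCF to 8947 for ADAR. ADAR then had 2945 enriched genes, PCAF 3010 in place of 131, and NUP98 710. The share of enriched genes among all calls moved by over 10 percentage points for 19 of the 24 proteins. It fell from 86.1% to 24.8% for ADAR, 83.9% to 25.3% for HNRNPU, 75.6% to 28.0% for HNRNPH1, 48.1% to 20.4% for HUR, 61.1% to 29.7% for HDAC1, 65.0% to 28.8% for PHF8, 75.7% to 36.8% for RBBP5 and 67.1% to 50.0% for CBX3. It rose from 5.69% to 82.4% for PCAF, 4.90% to 61.2% for NUP98, 10.9% to 66.4% for LSD1, 28.8% to 77.5% for IMP1, 22.9% to 69.6% for CHD4, 36.7% to 78.2% for WDR5, 43.0% to 75.2% for PABP, 29.8% to 48.4% for CHD1, 53.5% to 67.7% for EZH2, 47.0% to 57.9% for phospho-CBX3 and 35.0% to 45.1% for CTCF. For SUZ12 it was 64.0% as deposited and 62.2% after centring.

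**Figure D2:**
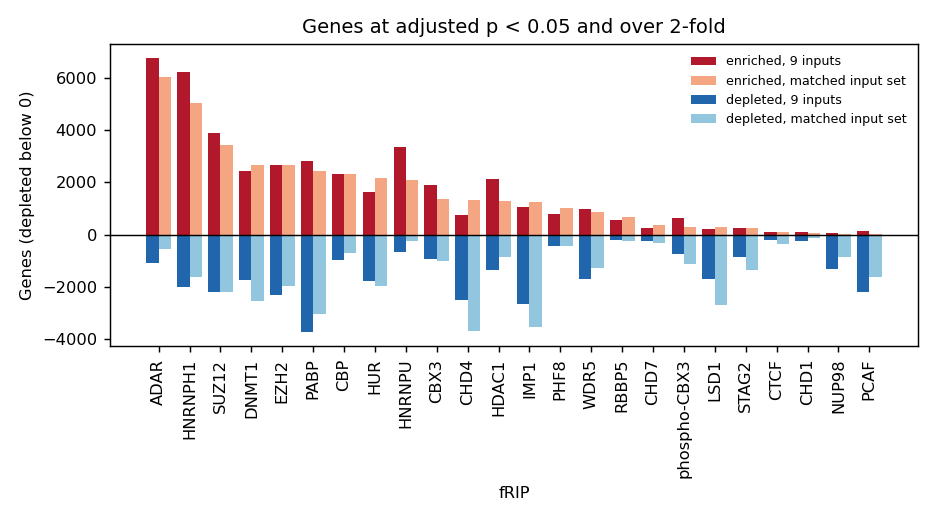
Number of genes enriched (bars above 0) and depleted (bars below 0) at adjusted p under 0.05 and over 2-fold in the fRIP of each protein, against all 9 inputs (dark bars) and the matched input set (light bars). ADAR, HNRNPH1 and SUZ12 have the most enriched genes with both choices of input, as deposited and without centring.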

We observed that CAPs interact with both coding and noncoding RNAs across a large dynamic range of enrichment. 

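Of the 25442 genes tested, 19310 were enriched in at least 1 of the 24 fRIPs, 7492 in exactly 1, 11406 in 2 to 5 and 412 in more than 5. Taking matched input sets instead, these numbers were 18594, 7725, 10640 and 229. The genes enriched in at least 1 fRIP included 10857 of 13618 mRNAs and 3911 of 5245 lncRNAs. Over the 276 pairs of proteins, the Pearson correlation of log2 fRIP/input across genes had a median of 0.330 and ranged from -0.413 to 0.851, and against the matched sets it had a median of 0.261 and ranged from -0.460 to 0.800. Comparisons that share inputs are correlated even without any enrichment. Simulated groups of 3 unchanged libraries set against the same 9 inputs gave a correlation of 0.512 ± 0.0354 (SD, 100 draws), and groups set against a shared input set of 3 libraries gave 0.580 ± 0.0317. These groups vary by noise between libraries alone, so their values are no floor for fRIPs with enrichment.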

Further, CAPs bind a diversity of transcripts; each CAP and RBP had enrichment and under-representation for unique sets of transcripts (Fig. 1b). Importantly, the unique binding signature for each protein was not found to be a function of the physical amount of RNA isolated with each protein (low ~ 1–10 nanogram range, medium ~ 10–50 nanogram range, high ~ 50+ nanograms), nor specific to its recognized status as a dedicated RNA or DNA binding protein (Fig. 1b).

To further investigate potential biases of the fRIP-Seq enrichment profiles, we asked how they relate to transcript localization in the nucleus or cytoplasm. First, we categorized transcripts as enriched in the nucleus versus cytoplasm by comparing RNA-Seq of nuclear and whole cell lysates (Fig. S2 in Additional file 1). We took the most enriched nuclear transcripts and looked at their enrichment patterns across our fRIP-Seq panel (Fig. S2 in Additional file 1). Although enriched by some nuclear-localized proteins (HNRNPH), we found that nuclear-localized transcripts were not preferentially enriched by CAPs as a class compared with known cytoplasmic proteins like IMP1. These data indicate that the enrichment profiles in Fig. 1c are not simply a reflection of the localization of the targeted protein.

As a final test for the possibility of unnatural interaction with cytoplasmic transcripts, we performed a full fRIP-Seq experiment in nuclear lysate for the nuclear protein DNMT1, an exemplar of many of the CAPs in our panel. Cytoplasmic interactions were inconspicuous; fRIP/input fold changes were highly concordant between the two conditions, clustering together among all sequenced samples (Fig. S8 in Additional file 1). Altogether, we established that fRIP eliminates post-lysis mixing, nuclear transcript localization does not bias fRIP-Seq, and nuclear fRIP-Seq produces similar results.

SETD2 replicates sequenced as a negative control for a non-specific antibody produced discordant binding profiles; the replicates did not cluster together when analyzed with the full dataset. In contrast, the two STAG2 fRIP replicates with low enrichment for bulk RNA reproducibly strongly enriched for a small set of 22 genes on a scale of 10–100-fold. 

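In STAG2 fRIP, 9 genes reached an adjusted p under 0.05 and a change of 10-fold or more, and the same 9 did so against the matched input set. GOLGB1 (ENSG00000173230.11, chromosome 3, 121382046 to 121468813, minus strand) had 3940.0 FPKM in STAG2 replicate 1 and 1686 FPKM in the second STAG2 library, and 17.2 ± 3.66 FPKM (SD, n = 9) in input, a log2 fold change of 7.18 (standard error 0.21, adjusted p = 5.38e-36, limma) or 6.88 against the matched set. WRN (ENSG00000165392.5, chromosome 8, 30891304 to 31033654, plus strand) had 406 and 442 FPKM against 31.6 ± 4.12 FPKM, a log2 fold change of 3.71 (standard error 0.16, adjusted p = 6.26e-27) or 3.60 against the matched set. The others were STAG2 itself, the mRNA gene MTRNR2L1 (log2 fold change 4.05; matched 4.30), the pseudogenes AC010970.2 (7.27; matched 8.54), CTD-2328D6.1 (6.56; matched 9.69) and PPIAP31 (3.72; matched 3.62), and MTRNR2L12 (5.00; matched 5.25) and AC018512.1, which are outside the reference annotation. AC018512.1 was listed at 0 in each input library and in STAG2 replicate 1 and at 3995 FPKM in the second STAG2 library, so that 1 library decides its call. Of the 25-mers of PPIAP31, 74.5% also occur in transcripts of other genes (57.3% in PPIA), as do 19.6% of those of MTRNR2L1 (11.4% in MT-RNR2), so their values are uncertain. AC010970.2, listed on chromosome Y, and CTD-2328D6.1 varied widely in input, at 32.5 ± 43.1 and 239.4 ± 402.5 FPKM (SD, n = 9). Their fold changes are therefore uncertain as well. For each gene but AC018512.1, the STAG2 libraries lay above the input libraries (two-sided exact permutation test, p = 0.0182, the smallest that 2 against 9 allow). The number of genes rested on the libraries and the pseudocount, with 22 genes without the second STAG2 library, 15 without replicate 1 and 40 with a pseudocount of 0.1 FPKM. In the authors' deposited table, 28 significant genes are higher by 10-fold or more, not counting 9 significant genes whose input value is 0.

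**Figure D3:**
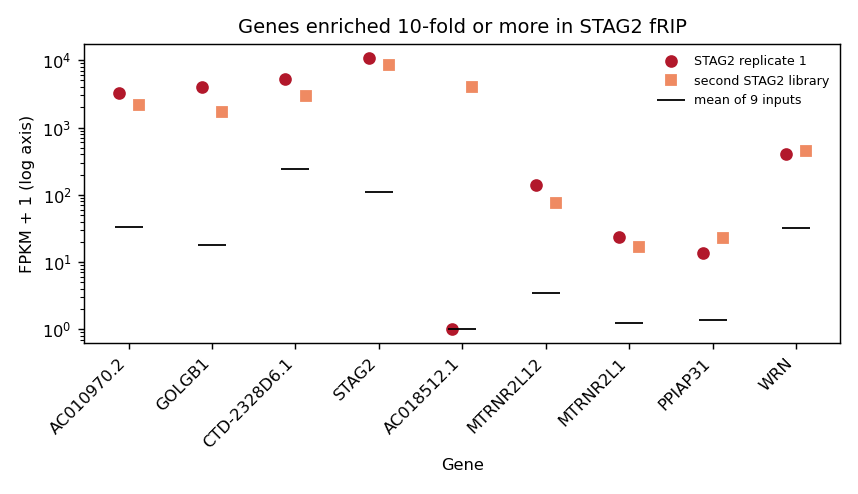
FPKM + 1 on a log axis of the 9 genes at 10-fold or more in STAG2 replicate 1 (circles) and the second STAG2 library (squares), with the mean of the 9 input libraries (dashes). Both libraries lie above the input mean for each gene except AC018512.1, which only the second library shows.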

Notably, this includes the STAG2 protein binding to STAG2 mRNA (60-fold enrichment). 

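The STAG2 gene (ENSG00000101972.14) lies on the plus strand of chromosome X from 123094062 to 123556514 in hg19. Its mRNA had 10952 and 8375 FPKM in the STAG2 fRIP libraries (9663 ± 1823, SD, n = 2) and 110.05 ± 16.9 FPKM (SD, n = 9) in input. The log2 fold change was 6.45 (standard error 0.17, adjusted p = 1.08e-38, limma), which is 87.2-fold, and 6.59 against the matched input set (adjusted p = 6.10e-35). It was 6.25 without STAG2 replicate 1 and 6.64 without the second STAG2 library. In the other 23 fRIPs its highest log2 fold change was 1.04, in SUZ12 fRIP. The authors' deposited table gives 98.1-fold. From the set of genes enriched with STAG2, the paper proposes that the experiment was valid and that STAG2–RNA interactions have a potential role in chromosome biology.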

Prior studies establish a precedent for negative controls unexpectedly binding specific RNA targets [26]. 

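Each of the 9 genes at 10-fold or more in STAG2 fRIP was also enriched over 2-fold in at least 1 of the other 23 fRIPs. STAG2 mRNA was enriched in 1 of these, AC018512.1 in 2, WRN in 3, GOLGB1 in 4, MTRNR2L1 in 4, MTRNR2L12 in 5, CTD-2328D6.1 in 6, PPIAP31 in 10 and AC010970.2 in 11. With the matched input sets these numbers were 2, 1, 2, 1, 4, 4, 12, 10 and 11. The highest log2 fold change outside STAG2 fRIP was 1.68 for GOLGB1 and 2.81 for WRN, both in SUZ12 fRIP, and 5.76 for AC010970.2 and 3.25 for MTRNR2L12, both in phospho-CBX3 fRIP. For CTD-2328D6.1 (6.65 in RBBP5 fRIP) and PPIAP31 (4.27 in CHD4 fRIP), another fRIP gave a higher value than STAG2 fRIP, but with the matched input sets this held for PPIAP31 only (4.16 in CHD4 fRIP), as the highest other value of CTD-2328D6.1 was 8.05, in phospho-CBX3 fRIP. Where the encoded proteins localize was not analysed here.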

As a set, the significantly enriched transcripts are specific to STAG2 and functionally related by the localization of the encoded proteins to centrosomes, centrioles, and spindles (Fig. S9 in Additional file 1). Together, these observations suggest the validity of this experiment and a potential role for STAG2–RNA interactions in chromosome biology.

### CAPs and RBPs enrich for RNA at various stages of processing

In studying positional preferences along transcripts, we also observed that fRIP alignments from different proteins varied along a spectrum of the proportion that aligned to introns versus exons. We hypothesized that the proteins bind at different stages during the lifecycle of the RNAs’ post-transcriptional processing. To compare the proteins, we computed the percentage contribution to total gene FPKM (fragments per kilobase per million fragments) by purely exon isoforms versus unspliced pre-RNA isoforms (see “Materials and methods”). In the fRIPs, exonic contribution ranged from proteins that almost exclusively bound exons (CHD4, IMP1, DNMT1, LSD1) to those with far more intron binding (ADAR, HNRNPH1, HNRNPU, HUR) (Fig. 2a). Presumably, exon binders interact with the RNA after transcription and initial processing, while the intron binders are present and bound during transcription. The known roles of intron binders HNRNPU [86], HNRNPH1 [32], and HUR [48] in splicing support their co-transcriptional presence.

**Fig. 2:**
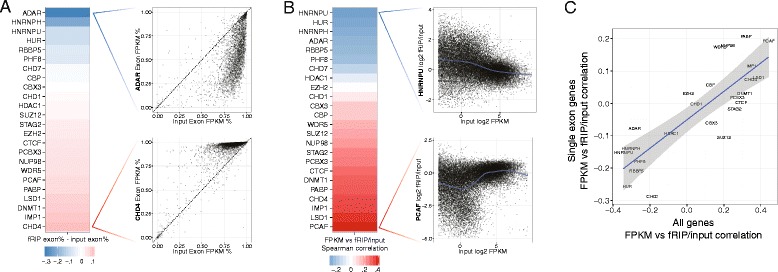
Proteins bind RNA at various stages of RNA processing. The proteins varied on the proportion of intron alignments in the fRIP-Seq versus input. **a** The heat map shows the average proportion of a gene’s FPKM assigned to exon isoforms versus unspliced pre-RNA isoforms (“Materials and methods”). The scatter plots show every gene for ADAR and CHD4. Traditional RBPs ADAR, HNRNPH1, HNRNPU, and HUR likely bind co-transcriptionally; thus, they often immunoprecipitate with unspliced transcripts. **b** RBPs also varied on the degree to which the fRIP/input fold change correlated with input FPKM. The heat map plots the Spearman correlation of these values, and the scatter plots show every gene with a generalized additive model regression line. **c** Relationships between input FPKM and fold change were consistent between single and multi-exonic genes

The proteins also varied considerably on their preference for binding genes present in the input at low or high abundance, which we assessed by plotting and regressing input FPKM against fRIP/input fold change (Fig. 2b). 

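For each fRIP library, the Spearman correlation across genes of mean input FPKM and log2 fRIP/input was computed, with genes not being independent replicates, and averaged over the libraries of a protein. The mean was negative, meaning higher fold changes for less abundant genes, for 10 of the 24 proteins, and for 9 against the matched input set. The means ran from -0.302 for HNRNPU to 0.210 for DNMT1. Input FPKM enters both measures. In 20 draws of unchanged groups set against the same inputs, the correlation lay between -0.0277 and 0.00119, with at least 23 of 24 groups negative, and 14 of the observed means lay above this range, 6 below it and 4 within it. The filter on low values moved the number of negative proteins most, to 21 without a filter, and a pseudocount of 0.1 FPKM moved it to 5.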

We noted a relationship between the contribution of intron alignments and the correlation between gene abundance and fold change across proteins (Spearman correlation 0.93; *p* value < 1e-10). 

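The most negative correlations of input abundance with log2 fRIP/input belonged to HNRNPU (-0.302 ± 0.0552, SD, n = 3 libraries; -0.212 against the matched input set), HNRNPH1 (-0.215 ± 0.0428; matched -0.154) and ADAR (-0.196 ± 0.0351; matched -0.121). HDAC1 (-0.161 ± 0.0314; matched -0.0743) and HUR (-0.109 ± 0.0301; matched -0.185) followed. These means lay below the range that unchanged groups gave by more than their standard deviations. RBBP5 also had a negative mean, -0.0576 ± 0.0508 and -0.113 against its matched set.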

The intron binders were more enriched in the fRIP for low abundance genes, particularly those with <10 FPKM (Fig. 2b). In contrast, most other proteins, and particularly the strongest exon binders, preferred higher abundance genes.

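Positive correlations, with higher fold changes for more abundant genes, were largest for DNMT1 (0.210 ± 0.0654, SD, n = 3 libraries; 0.226 against the matched input set), PCAF (0.160 ± 0.0141; matched 0.140) and PABP (0.138 ± 0.0198; matched 0.118). CBP (0.121 ± 0.0299; matched 0.0382), NUP98 (0.107 ± 0.0233; matched 0.0555) and CHD4 (0.104 ± 0.0557; matched 0.110) were also positive. For LSD1 the mean was 0.0589 ± 0.0487, little above the spread between its libraries, and 0.114 against its matched set. For several proteins the sign was not settled. The mean of IMP1 was -0.00411 ± 0.0329 and 0.0413 against its matched set, that of CTCF -0.00378 ± 0.115 and 0.0984, and that of CBX3 -0.0129 ± 0.0518 and 0.0872, while CHD7 (0.0197 ± 0.109; matched -0.101) and PHF8 (0.0457 ± 0.0422; matched -0.0537) turned negative against the matched set.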

We hypothesized that the correlation between intron preference and abundance preference could manifest as a consequence of the co-transcriptional presence of the proteins. For highly abundant genes, usually only a small proportion of RNA for the gene exists at the site of transcription at any given time. If a protein is only binding the gene’s RNA at this locus, it is likely to be depleted for the gene’s overall RNA. Alternatively, a much greater proportion of a transcribed low abundance gene’s RNA would exist at the transcription site. This could more easily lead to enrichment of a protein that binds RNA co-transcriptionally.

To test this hypothesis, and rule out the possibility that the FPKM-dependence of fRIP/input fold change is an artifact of the challenge of estimating abundance from incompletely spliced RNAs, we examined single exon genes. If the same dependence of fold change on FPKM appears for single exon genes, where the challenge of quantifying intron reads is absent, we may proceed with more confidence in the functional relevance of our observations. Indeed, single exon genes demonstrated the same influence of abundance on fRIP/input fold change (Fig. 2c). FPKM versus fold change correlations aligned well for all genes and single exon genes (Spearman correlation 0.80; *p* value < 2.5 e-6).

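Across the 24 proteins, the correlation of abundance and fold change over the 5030 single exon genes was set against that over all genes. The Spearman correlation between them was -0.597 (two-sided permutation p = 0.00251) and the Pearson correlation -0.787 (permutation p = 2e-05). Among 3 such relations across proteins that were computed, the Benjamini-Hochberg adjusted values were 0.00377 and 6e-05. Without HNRNPH1 and HNRNPU, the proteins farthest from the median, they were -0.493 (permutation p = 0.0217) and -0.720 (permutation p = 0.00017). Within the 13 proteins of input set 1 they were -0.775 (permutation p = 0.00289) and -0.911 (permutation p = 9e-05), and within the 6 proteins of set 3 they were -0.314 (permutation p = 0.566) and -0.665 (permutation p = 0.155), while set 2 held too few proteins. With the matched input set they were -0.678 (permutation p = 0.0004) and -0.849 (permutation p = 1e-05, the smallest that 100000 permutations give). In 20 draws of unchanged groups set against the same inputs, the Spearman correlation ranged from -0.300 to 0.678, with a median of 0.281. The sign depended on the single exon genes taken. With a mean FPKM of at least 1, the Spearman correlation was 0.140 (permutation p = 0.514). In subsets chosen after seeing the data, it was -0.619 over the 4683 single exon genes of 200 nucleotides or more, -0.280 (permutation p = 0.183) over the 1036 single exon mRNAs and lncRNAs, and 0.674 (permutation p = 0.00047) over the 314 single exon mRNAs, or -0.687, -0.707 and 0.461 (permutation p = 0.0254) against the matched set. Over the 16 relations with such subsets, the adjusted values were 0.00306, 0.195 and 0.00125, and with the matched set 0.00125, 0.00125 and 0.0291. The paper reasons that introns do not complicate the abundance of single exon genes. It states that the same dependence there may give more confidence that its observations are functionally relevant, and it reports that dependence.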

### CAPs bind to diverse sets of both mRNAs and lncRNAs

Substantial previous work has identified important functional roles for lncRNAs interacting with CAPs [20, 21, 41, 47, 55, 79, 82, 85, 88]. In order to compare and contrast CAP binding of lncRNAs and mRNAs, we first needed to account for the differing abundance levels of these two gene classes. Given our observation of a strong effect of transcript abundance on RBP binding (Fig. 2b) and the paucity of high abundance lncRNAs [5], we sampled a subset of mRNAs to match the lower abundance distribution of lncRNAs (Fig. 3a).

**Fig. 3:**
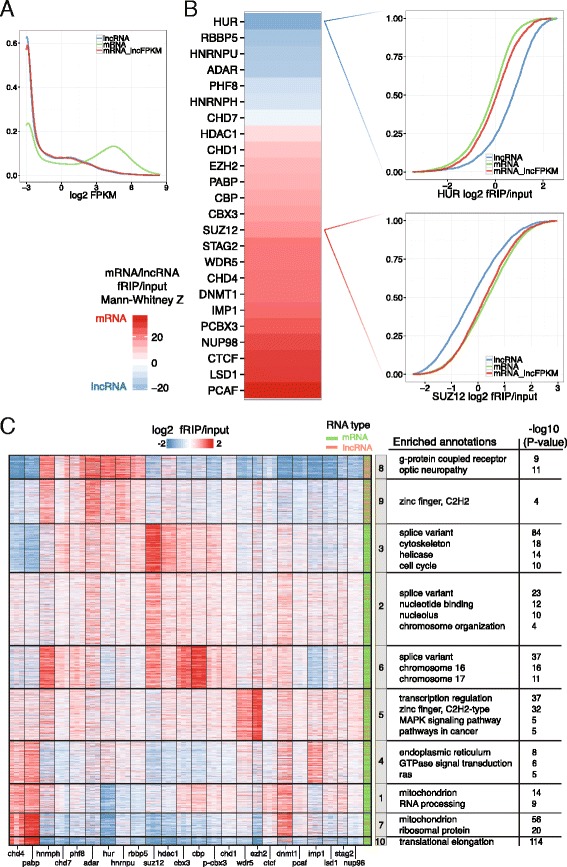
Chromatin-associated proteins bind functionally coherent sets of mRNA. RBPs differed on the degree to which they preferred to bind mRNAs versus lncRNAs. **a** To properly compare the two, we sampled a set of low abundance mRNAs to match the distribution of lncRNAs (referred to as *mRNA_lncFPKM*) and plotted the FPKM distributions for each set. **b** The heat map plots the Z scores of Mann–Whitney U tests comparing the distributions of fold changes for lncRNAs and low abundance mRNAs. To its right, we plot the empirical cumulative distribution functions for HUR and SUZ12. **c** We partitioned significantly enriched genes from all fRIP-Seqs that were also enriched by twofold or more into ten distinct groups using k-medoid clustering. A gene set enrichment analysis using DAVID found significantly enriched functional annotations for each cluster (“Materials and methods”)

Low abundance mRNA versus lncRNA enrichment spanned a wide range across the panel (Fig. 3b). 

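For each fRIP library, log2 fRIP/input of 4848 lncRNAs was compared with that of as many mRNAs drawn to match their input FPKM in bins of 0.25 log2 units, and the Mann-Whitney Z was averaged over 100 samplings. A positive Z stands for higher fold changes of lncRNAs. Over the 24 proteins the mean Z ran from -31.3 ± 2.47 (SD, n = 3 libraries) for PCAF to 17.4 ± 1.77 for HUR. It was positive for 6 proteins, and for 6 against the matched input set. Unchanged groups set against the same inputs gave Z of -3.68 to 0.638 in 20 draws, and 6 of the observed means lay above this range and 18 below it. The number of positive proteins moved by 1 at most, to 7 with all 13618 mRNAs in place of the matched ones and to 5 without replicate 3 of each protein. Genes are not independent replicates, so the spread given is that between libraries.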

Surprisingly, we did not find a prevalent bias for lncRNAs over mRNAs amongst our CAPs, but rather a slight (HDAC1, CBX3, SUZ12, WDR5) or even strong preference for mRNAs (LSD1, CTCF, PCAF). 

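The mean Z of lncRNAs against abundance-matched mRNAs was -4.97 ± 3.78 (SD, n = 3 libraries) for HDAC1, -14.4 ± 2.51 for CBX3, -16.2 ± 2.97 for SUZ12 and -21.6 ± 0.807 for WDR5. Against the matched input set these were -9.02, -18.5, -19.1 and -20.7. For CTCF the mean was -20.5 ± 3.63 (matched -26.4) and for LSD1 -29.0 ± 2.01 (matched -31.4), and PCAF stayed lowest but for LSD1 against the matched set (-31.0). The value of WDR5 thus lay closer to that of CTCF than to that of HDAC1. The only CAPs with a positive mean were RBBP5 (9.66 ± 1.33; matched 10.8) and PHF8 (2.21 ± 8.55; matched 4.53), and that of PHF8 lay within the spread of its libraries.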

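Besides HUR, whose value was 17.9 against the matched input set, positive values were found for HNRNPU (Z of 17.0 ± 1.52, SD, n = 3 libraries; matched 16.2), ADAR (11.8 ± 1.17; matched 11.3) and HNRNPH1 (11.5 ± 1.65; matched 10.4). IMP1 (-22.1 ± 1.63; matched -24.2) and PABP (-17.0 ± 1.08; matched -15.7) had negative values. The gap between the 4 positive RBPs and these was many times the spread between libraries.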

In fact, the highest relative lncRNA/mRNA enrichment was observed primarily among the traditional RBPs (HUR, HNRNPU, HNRNPH1 and ADAR, but not IMP1 and PABP).

We next explored the idea that lncRNAs, as potential “guides” for chromatin modifying complexes, might be more selective in their associations with CAPs compared with mRNAs. To determine the selectivity of lncRNAs for CAPs in our panel, we calculated a CAP binding specificity score for each transcript using an entropy-based metric that relies on Jensen-Shannon (JS) divergence (“Materials and methods”) [5]. This specificity metric (ranging from 0 to 1) quantifies the similarity between a transcript’s binding pattern across our panel and a predefined pattern that represents the extreme case in which a transcript associates with only one CAP. 

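The score was computed from the fRIP/input ratios of a gene over the 24 proteins, on a linear scale with a pseudocount of 1 FPKM and scaled to sum to 1, as the largest value over proteins of 1 minus the square root of the Jensen-Shannon divergence from a pattern with a single protein. The median score of 4848 lncRNAs was 0.140 and that of mRNAs sampled to the same input abundance 0.120. The difference was 0.0201 (SD 0.000302 over 100 samplings, from 0.0193 to 0.0209), and 0.0190 against the matched input set. It moved most with a pseudocount of 0.1 FPKM, to 0.0364. This spread covers only the sampling of mRNAs, because each gene has 1 score over all proteins. When the 9 input libraries took the place of fRIP libraries, lncRNAs were also above mRNAs, by 0.00645, whereas 50 draws of 9 fRIP libraries gave a median difference of 0.0263 (0.00473 to 0.0474).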

By this measure, lncRNAs were significantly more specific in their binding preferences across the CAPs compared with an abundance-matched sampled population of mRNAs (Fig. S1 in Additional file 1). Thus, lncRNAs may interact less promiscuously with CAPs compared with mRNAs.

### CAPs associate with functionally coherent sets of mRNAs

Given that CAPs interact widely with mRNAs, we next asked whether these mRNAs belong to coherent gene expression programs. We took advantage of the fact that, unlike ncRNAs, mRNAs have vast collections of functional annotations. We clustered all genes into ten discrete groups using k-medoid clustering on their fRIP-Seq enrichments to isolate distinct patterns amongst genes and between fRIPs (Fig. 3c; “Materials and methods”). Strong relationships between specific fRIPs (e.g., CHD4 and PABP or CBX3, SUZ12 and CBP) from the hierarchical clustering in Fig. 1 are generally preserved and the enrichment patterns driving the clustering are easily discernible.

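Across genes, which are not independent replicates, log2 fRIP/input of CHD4 and PABP had a Pearson correlation of 0.851, which ranked 1 among the 276 pairs of proteins. CBX3 and SUZ12 had 0.757 (rank 6), CBP and CBX3 0.735 (rank 8) and CBP and SUZ12 0.509 (rank 68). All were set against the same 9 inputs, where unchanged groups gave 0.512, and the value of CBP and SUZ12 did not exceed it. The only variation in those groups was noise between libraries. In fRIPs with enrichment the inputs make up a smaller part, so this does not show that CBP and SUZ12 are unrelated. For matched input sets, the correlations were 0.800 for CHD4 and PABP, 0.684 for CBP and CBX3 and 0.503 for CBP and SUZ12. The inputs of these pairs are then separate, and unchanged groups gave 0.104 ± 0.0494 for CHD4 and PABP and 0.104 ± 0.0505 for the pairs with CBP (SD, 100 draws each). CBX3 and SUZ12 share the matched set and had 0.729, where unchanged groups gave 0.580 ± 0.0317 (SD, 100 draws).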

We analyzed each cluster for enrichment of a variety of functional annotations using the Database for Annotation, Visualization and Integrated Discovery (DAVID; “Materials and methods”) [27]. We found hundreds of enriched terms and disease associations within the fRIP-Seq clusters (Additional file 3). Clusters 1, 7 and 10 exhibit highly enriched terms and are composed of transcripts primarily associated with CHD4, DNMT1, and PABP. 

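Cluster membership was taken from Table S2, of which the first 1999 of 2594 rows were used here. Cluster 2 is therefore held in part, with 1999 of 2594 genes, while the other clusters are complete, and no enrichment test was run on any of them. Over the 1009 genes of cluster 1, the highest median log2 fRIP/input belonged to PABP (1.05), DNMT1 (0.59) and CHD4 (0.56), with 0.94, 0.78 and 0.78 against the matched input set. Over the 1499 genes of cluster 7 with a value, the medians were 1.07 for PABP, 0.22 for DNMT1 and 0.20 for CHD4, or 0.93, 0.33 and 0.41 against the matched set. In the 292 genes of cluster 10, PABP had a median of 2.02 (matched 1.88) and CHD4 of 0.48 (matched 0.70), whereas the median of DNMT1 was -0.79 (matched -0.60), ranking 9 of the 24 proteins against the 9 inputs. The authors chose the genes of the clusters on these same libraries.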

Functional annotations enriched in this cluster are generally related to translation and mitochondria. Another example is the related set of clusters 2 and 3, wherein association with the PRC2 subunit SUZ12 is the dominant pattern. These clusters are strongly enriched for cytoskeleton, microtubule, nucleotide binding, cell cycle terms and alternatively spliced genes. 

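SUZ12 had the highest median log2 fRIP/input of the 24 proteins in both clusters. Over the 1931 genes of cluster 2 that are held here and have a value, its median was 0.84 (0.86 against the matched input set). Over the 1819 genes of cluster 3 it was 1.70 (matched 1.57), ahead of HDAC1 with 0.88 (matched 0.72) and CBX3 with 0.63 (matched 0.46).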

Combinatorial binding was evident; many transcripts bound multiple RBPs and CAPs either simultaneously or at distinct temporal phases in the transcripts’ life cycles. Consistent with our observation that RBPs bind more readily to lncRNAs than CAPs, clusters 8 and 9 are dominated by association with HNRNPH1, HNRNPU, ADAR and HUR and are enriched for lncRNAs.

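Over the 822 genes of cluster 8, the highest medians of log2 fRIP/input were 1.64 for ADAR, 1.45 for HNRNPU, 1.33 for HNRNPH1 and 0.90 for HUR, or 1.27, 1.08, 0.95 and 1.13 against the matched input sets. Over the 804 genes of cluster 9 with a value, they were 1.25 for ADAR, 0.92 for HNRNPH1, 0.65 for HNRNPU and 0.38 for HUR, or 1.10, 0.76, 0.51 and 0.47 against the matched sets. In cluster 8, RBBP5 followed with 0.53.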

While the underlying biology driving the observed functional relationships between fRIP-enriched sets of genes is unclear, their existence argues that the interactions captured via fRIP-Seq are nonrandom and that the widespread mRNA-CAP associations may be biologically relevant.

### CAPs specifically associate with a variety of transcript features

We next turned to exploring the RNA properties that determine protein binding. For example, it has been reported that EZH2 has greater in vitro affinity for long RNAs [12, 13]. To assess this attribute for EZH2 and all proteins surveyed by fRIP-Seq, we computed the Spearman correlation of transcript length and fRIP/input fold change over all mRNAs (Fig. 4a). We set gene lengths to the average length of the gene’s isoforms weighted by their input FPKM. In addition to validating the preference of EZH2 for longer transcripts, we discovered that many more CAPs, including RBBP5 and HDAC1, also strongly prefer longer transcripts (Fig. 4a). In contrast, CHD4, DNMT1, and CTCF bound shorter genes.

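Transcript length was taken as the mean over the isoforms of a gene, weighted by their input FPKM, with lengths from the reference annotation, and correlated with log2 fRIP/input across mRNAs. The mean Spearman correlation was 0.290 ± 0.0332 (SD, n = 2 libraries) for EZH2, 0.299 ± 0.0429 (n = 3) for RBBP5 and 0.333 ± 0.0269 (n = 3) for HDAC1, with 0.316, 0.327 and 0.316 against the matched input set. HUR (0.369 ± 0.0407; matched 0.378), IMP1 (0.340 ± 0.0351; matched 0.260), LSD1 (0.324 ± 0.0329; matched 0.214) and SUZ12 (0.281 ± 0.0187; matched 0.257) were similarly high. In all, 20 of the 24 proteins had a positive mean, and 19 against the matched set. The number stayed between 19 and 21 under the alternatives tried. Unchanged groups set against the same inputs gave -0.00539 to 0.0300, with 18 to 24 positive groups in each of 20 draws, and 18 of the observed means lay above this range. From its length correlations, the paper concludes that EZH2, RBBP5, HDAC1 and further CAPs prefer longer transcripts.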

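The correlation of transcript length with log2 fRIP/input was -0.313 ± 0.0348 (SD, n = 3 libraries) for CHD4 and -0.118 ± 0.0331 for DNMT1, or -0.332 and -0.181 against the matched input set. For CTCF it was 0.0486 ± 0.0269 against the 9 inputs and -0.0721 ± 0.0334 against the matched set, so that its sign depended on the choice of inputs. PABP had the lowest value of the panel, -0.423 ± 0.00825 (matched -0.435).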

**Fig. 4:**
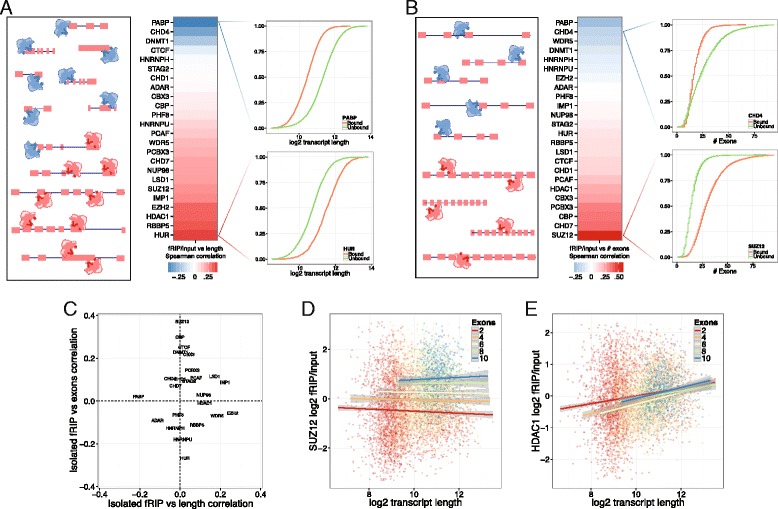
Chromatin-associated proteins prefer specific gene structure properties. The proteins had strong preferences for transcript length (**a**) and exon number (**b**). The heat maps plot the Spearman correlation between fRIP/input fold change and length or exon number. To their right, we plot empirical cumulative density functions for specific proteins exemplifying substantial correlations. **c** Because length and exon number are highly correlated, we isolated the role of each using semipartial correlations. We regressed fold change against exon number and computed Spearman correlation of the residual against length (*Isolated fRIP vs length correlation*) and vice versa (*Isolated fRIP vs exons correlation*). As can be seen in the resulting plot, and further explored in (**d**), SUZ12 is affected by exon number rather than length. **e** In contrast, HDAC1 correlates with length at every level of exon number plotted

Recent studies have uncovered a regulatory layer interfacing co-transcriptional RNA splicing and chromatin [3, 43, 44, 51, 52, 56, 60, 73, 91]. Because longer genes tend to have more exons, we wondered whether the length preference of CAPs might be more attributable to the number of exons in the bound transcripts, potentially via interaction with the splicing machinery. Similar to above, we assigned each gene the average exon number of its isoforms, weighted by their input FPKM. Spearman correlations of fRIP/input fold change and exon number matched those for length (Fig. 4b), suggesting that the relationship of length and exon number to binding is confounded.

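With exon number, weighted over isoforms in the same way, in place of length, 18 of the 24 proteins had a positive mean Spearman correlation with log2 fRIP/input across mRNAs, and 17 against the matched input set. The highest values were 0.511 ± 0.0272 (SD, n = 3 libraries; matched 0.530) for SUZ12, 0.318 ± 0.0187 (matched 0.326) for CBP and 0.317 ± 0.0604 (matched 0.310) for CHD7. The lowest was -0.260 ± 0.0123 (matched -0.278), for PABP. CHD4 (-0.190 ± 0.0156; matched -0.200) was negative as for length. WDR5 (-0.183 ± 0.0293; matched -0.160) was negative, and EZH2 (-0.0271 ± 0.0751, n = 2) did not differ from 0 by more than the spread between its libraries. Unchanged groups gave -0.0122 to 0.0232 in 20 draws, with 16 observed means above this range, 6 below and 2 within. The number of positive proteins moved most, to 16, without replicate 3 of each protein, without replicate 3 of each input set and with transcripts of the same version in both annotations only. The paper proposes from the similarity to the length correlations that length and exon number are confounded.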

To differentiate the role of length versus exon number, we computed a semipartial correlation with fRIP/input fold change for each. More specifically, we performed a regression for one attribute to predict fold change and computed the Spearman correlation between the residuals and second attribute. If only one attribute (such as length) truly mattered, the regression for length would model the data completely and no correlation with exon number would remain in the residuals. Comparing these two statistics, we found that numerous proteins that appear to depend on transcript length (SUZ12, CBP, CHD7, PCAF) respond far more to the number of exons (Fig. 4c). 

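After linear regression of log2 fRIP/input on log2 length, the residuals of CBP had a Spearman correlation of 0.310 ± 0.00920 with exon number (SD, n = 3 libraries), and after regression on log2 exon number a correlation of -0.140 ± 0.0180 with length. Against the matched input set these were 0.305 and -0.105. The corresponding values were 0.228 ± 0.0918 and 0.0162 ± 0.129 for CHD7 (matched 0.215 and 0.0609), where the spread between libraries was wide, and 0.0842 ± 0.0457 and 0.0172 ± 0.00693 for PCAF (matched 0.117 and 0.0386). For HDAC1 the order was the reverse, 0.0857 ± 0.0143 with exon number and 0.244 ± 0.0226 with length (matched 0.0965 and 0.232). These correlations are across mRNAs, which are not independent replicates. The paper reasons that no correlation with exon number would remain in the residuals if length alone mattered, and concludes that SUZ12, CBP, CHD7 and PCAF respond more to exon number.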

For these proteins, length correlation subsides after accounting for the effect of exon number.

SUZ12 exemplifies this exon number preference. We observed that SUZ12 fRIP/input fold change has Spearman correlation 0.37 with exon number after length-normalization, but an insignificant 0.03 correlation with length after exon-normalization. 

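For SUZ12, the residuals after log2 length had a Spearman correlation of 0.390 ± 0.0301 (SD, n = 3 libraries) with exon number, and the residuals after log2 exon number a correlation of 0.0897 ± 0.0213 with length. Against the matched input set these were 0.422 and 0.0580. The correlation with length remained above 0 by more than the spread between libraries. Of the alternatives tried, restricting to transcripts of the same version in both annotations, chosen after seeing the data, moved it most, to 0.0410 ± 0.0185, and taking the most expressed isoform only moved the one with exon number most, to 0.321.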

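Among mRNAs whose weighted exon number rounded to 2, 4, 6, 8 or 10 (796, 1529, 1321, 995 and 689 genes), the Spearman correlation of length with SUZ12 fRIP/input was -0.0726, 0.138, 0.116, 0.116 and 0.0421, with SD over the 3 libraries of 0.0261, 0.0226, 0.0301, 0.0325 and 0.0178. Taking the matched input set, the correlations were -0.143, 0.0929, 0.0807, 0.0661 and 0.0110. Per doubling of length, SUZ12 fRIP/input rose by 0.09, 0.14, 0.14, 0.09 and 0.06 log2 units (SD 0.02, 0.03, 0.03, 0.04 and 0.03). The slope at 2 exons was thus positive where the correlation was negative. Against the matched set the slopes were 0.02, 0.07, 0.09, 0.04 and 0.002. The median log2 fRIP/input of the same groups was -0.38, -0.14, 0.02, 0.31 and 0.57, or -0.37, -0.15, 0.04, 0.34 and 0.58 against the matched set, so that it rose with each step in exon number.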

To further demonstrate this property, we observed that a positive correlation between transcript length and SUZ12 fRIP/input fold change was absent among sets of transcripts with an equal number of exons (Fig. 4d), but greater exon numbers increased the average fold change among the genes. In contrast, HDAC1 exemplified another set of proteins for which transcript length appears to be the more important variable; the same slope relating length to fold change appears for genes with every number of exons (Fig. 4e).

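In the groups of mRNAs with an exon number of 2, 4, 6, 8 and 10, log2 fRIP/input of HDAC1 rose by 0.22, 0.26, 0.24, 0.16 and 0.16 per doubling of transcript length (SD over the 3 libraries 0.0486, 0.0152, 0.00753, 0.0139 and 0.0181). The slopes against the matched input set were 0.15, 0.19, 0.18, 0.11 and 0.10. Each slope was above 0 by more than its standard deviation, and the slopes at 8 and 10 exons lay below those at 4 and 6 exons by more than theirs.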

In summary, structural properties of the genes affect their binding by CAPs. Though previous work has characterized a preference of PRC2 subunit EZH2 for longer transcripts, we found here that for PRC2 subunit SUZ12, the number of exons in the transcript, rather than its length, is a more dominant determinant of binding.

### CAPs bind to specific sequence motifs

We next asked whether our panel of CAPs and RBPs have sequence composition binding preferences in addition to the gene structure preferences described above. To this end, we performed a search for motifs whose presence in gene transcripts had high mutual information with the transcripts’ fRIP/input fold changes for each protein (“Materials and methods”).

Even though the fRIP-Seq protocol does not include shearing RNA down to binding site resolution, we discovered many significant motifs in transcript-wide searches. 

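Motif searches were not repeated here. Instead, a ridge regression of log2 fRIP/input on the counts of all 7-mers in the most expressed transcript of each gene was fitted, and the bases of the 20 7-mers with the largest positive weights were counted. For HUR, U made up 55.7% of the bases of these 7-mers (46.4% against the matched input set). For HNRNPH1, G made up 78.6% (matched 80.0%), led by GGGUGGG and GGGAGGG. For HNRNPU no base dominated, with 30.0% A, 32.1% C, 20.0% G and 17.9% U. When the same regression was tested on simulated data in which 20 6-mers were given an effect, 14 of them were among the 20 6-mers with the largest weights.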

The sequence binding preferences of traditional RBPs HUR, HNRNPH1, and HNRNPU have been previously explored, and we recapitulated those preferences here with U-rich motifs for HUR [40, 48, 61] (Fig. 5a), AG-rich motifs for HNRNPH1 [6, 23] (Fig. 5b), and a UGU motif for HNRNPU [29, 86] (Fig. 5c).

**Fig. 5:**
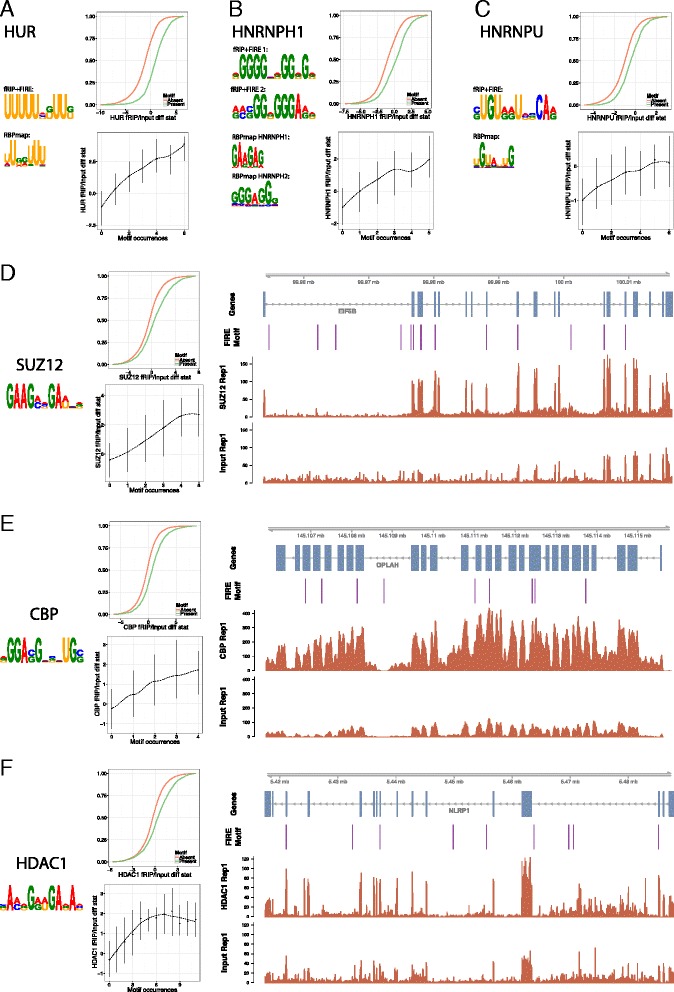
Chromatin-associated proteins prefer specific sequence motifs. We searched for motifs that have high mutual information with the fRIP/input differential expression statistic using FIRE (“Materials and methods”). Motifs discovered for HUR (**a**), HNRNPH1 (**b**), and HNRNPU (**c**) matched well to known motifs in the RBPmap database [64]. For each motif, we plotted the empirical cumulative density function of the fRIP/input statistic for genes with and without the motif. Below that, we plotted the 25th, 50th, and 75th percentiles of the fRIP/input statistic for genes containing the specified number of motif occurrences. We discovered novel motifs at similar levels of significance for CAPs SUZ12 (**d**), CBP (**e**), and HDAC1 (**f**)

Having established that fRIP-Seq can find known binding motifs, we turned to the CAPs, for which knowledge of sequence binding preferences is sparse. As with the traditional RBPs, we found many motifs for the CAPs, which were significant at similarly high levels. SUZ12 had affinity for the motif GAAGMHGAW and other AG-rich motifs, exemplified by the EIF5B locus (Fig. 5d). 

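EIF5B (ENSG00000158417.5) is an mRNA gene on the plus strand of chromosome 2, from 99953834 to 100017789 in hg19. It had 97.6 ± 15.6 FPKM (SD, n = 3) in SUZ12 fRIP and 43.7 ± 6.72 FPKM (SD, n = 9) in input, a log2 fold change of 1.14 (standard error 0.18, adjusted p = 1.64e-07, limma) and of 1.22 against the matched input set (adjusted p = 5.50e-06). Each SUZ12 library lay above each input library (two-sided exact permutation test, p = 0.00455). The motif GAAGMHGAW, in which M stands for A or C, H for A, C or U and W for A or U, was counted in the most expressed transcript of the 24165 genes that passed the filter and have a sequence, and 6352 of them held at least 1 copy. Genes with 3 copies had a median SUZ12 log2 fRIP/input that was higher by 0.95 ± 0.07 (SD, n = 3 libraries) than that of genes without a copy, and by 0.96 against the matched set. This was the largest difference of the 24 proteins, with HDAC1 (0.45 ± 0.01) next and HNRNPH1 lowest (-0.38 ± 0.06). Genes with 3 copies also had longer transcripts with more exons, and after regression on log2 length and log2 exon number the SUZ12 difference was 0.38 ± 0.05.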

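By the number of GAAGMHGAW copies, 17813 genes had 0, 4096 had 1, 1262 had 2, 508 had 3 and 486 had 4 or more. Their median log2 fRIP/input in SUZ12 fRIP was -0.06, 0.15, 0.54, 0.89 and 1.11, and -0.10, 0.13, 0.52, 0.86 and 1.13 against the matched input set. On a linear scale, genes with 3 copies were 1.94-fold higher than genes with 0. Within transcripts of 400 to 4000 nucleotides the difference was 0.59 on the log2 scale, and with a pseudocount of 0.1 FPKM it was 2.21-fold. The median transcript length of the 5 groups was 862, 2304.5, 3295.5, 4235.5 and 5161 nucleotides, and the median exon number 3, 6, 9, 13 and 17.5.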

Supporting its strength, transcripts containing three instances of this motif were bound at a fourfold higher level on average. We discovered motifs for CBP and HDAC1 with effects of comparable magnitude (Fig. 5e, f).

DNMT1 was enriched for a GC-rich motif, but only in lncRNAs (Fig. S11 in Additional file 1). Further analysis of this motif uncovered that it was highly biased towards the 5’ end of genes, similarly to DNMT1 coverage overall (Fig. S11 in Additional file 1). Browsing individual genes suggested that the motif often occurs in CpG islands (Fig. S11 in Additional file 1).

Interestingly, many of the proteins responded to similar motifs. The motif UUUUAAAA and slight variations were extremely polarizing to our panel. 

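UUUUAAAA occurred in the most expressed transcript of 4883 genes. The number of copies was correlated with log2 fRIP/input across genes, and the mean Spearman correlation was positive for 16 of the 24 proteins, and for 16 against the matched input set. It was highest for IMP1 (0.257 ± 0.0263, SD, n = 3 libraries) and RBBP5 (0.203 ± 0.0371), followed by HUR (0.184 ± 0.0382) and LSD1 (0.156 ± 0.0334). With the matched input set these were 0.243, 0.188, 0.164 and 0.147. Unchanged groups set against the same inputs gave values between 0.00104 and 0.0276, all positive, in 20 draws, and 14 of the observed means lay above this range. Longer transcripts hold more copies. After regression on log2 length, the correlation was positive for 5 proteins only, namely RBBP5 (0.136 ± 0.0215), HUR (0.124 ± 0.0177), IMP1 (0.0941 ± 0.0205), HNRNPU (0.0337 ± 0.0346) and ADAR (0.0207 ± 0.00741), with that of HNRNPU within the spread of its libraries. For LSD1 it became -0.0595 ± 0.0270.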

Seven proteins, including RBBP5 and IMP1 most significantly, bound RNAs containing the motif and did so with greater fold changes per each additional motif occurrence (Fig. S12 in Additional file 1). Alternatively, 15 proteins, including CTCF most significantly, avoided genes containing the motif (Fig. S12 in Additional file 1). 

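The mean correlation of UUUUAAAA copies with log2 fRIP/input was negative for 8 proteins and was -0.0791 ± 0.0223 (SD, n = 3 libraries) for CTCF, after HNRNPH1 with -0.107 ± 0.0121 and beside PABP with -0.0774 ± 0.0135. It was -0.0667 against the matched input set for CTCF, -0.0970 for PABP and -0.109 for HNRNPH1. Among the unchanged groups of 20 draws none was negative, and these 8 proteins lay below their range. After regression on log2 length, 19 proteins were negative, with CBP (-0.208 ± 0.0129) and CTCF (-0.189 ± 7.66e-04) lowest. Within transcripts of 400 to 4000 nucleotides, 10 were negative, and without replicate 3 of each protein 10 were negative as well. With a pseudocount of 0.1 FPKM, 5 were negative.

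**Figure D4:**
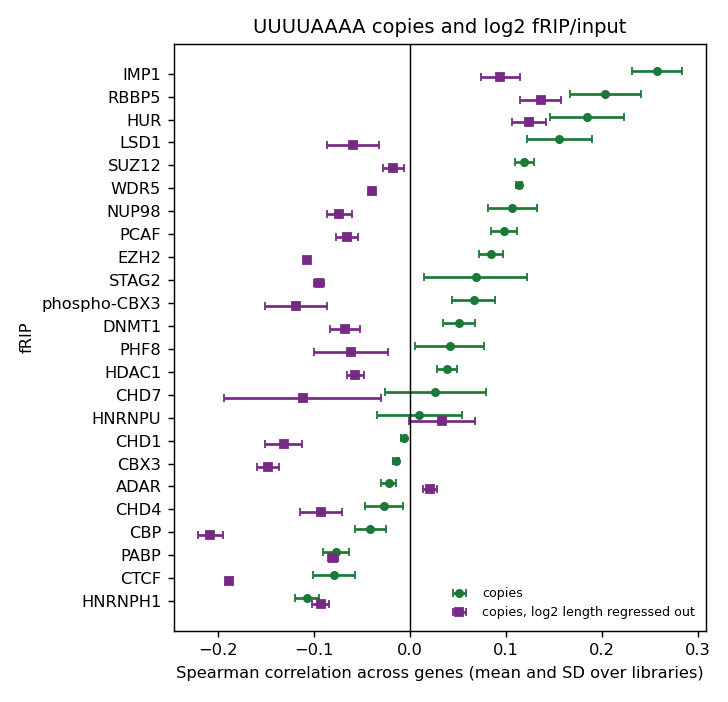
Mean and SD over libraries of the Spearman correlation across genes of UUUUAAAA copies with log2 fRIP/input for each protein (green circles) and after log2 transcript length was regressed out (purple squares). For most proteins the value is lower once length is regressed out, and RBBP5, HUR and IMP1 remain the highest.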

Although AU-rich sequences are a well-studied class of post-transcriptional regulatory elements [9], this particular motif has not been a specific focus of these analyses. The motif is highly enriched at the 3’ ends of transcripts, and motif occurrences in 3’ UTRs, introns, and lncRNAs are each more conserved than background sequence of those annotation classes (Fig. S12 in Additional file 1). Though different from the consensus polyadenylation signal (PAS) AAUAAA, we hypothesized a potential relationship between the two. We compared motif occurrences to direct RNA sequencing (DRS) mapping polyadenylation sites in K562 [50], but no obvious patterns emerged (Fig. S12 in Additional file 1). Altogether, these lines of evidence suggest a possible, but presently unclear, functional role for UUUUAAAA in post-transcriptional regulation.

To more fully represent the binding preferences of many related motifs and to measure the overall ability of RNA sequence composition to predict protein binding, we performed a linear regression on k-mer counts to predict the transcripts’ fold changes. The variance explained by binding predictions for unseen transcripts increased with k for nearly all proteins up to a length of k = 7 (Fig. S13 in Additional file 1). 

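Ridge regressions of log2 fRIP/input on k-mer counts were trained on 19298 genes, with the penalty chosen on a part of these genes set aside for it, and scored on 4824 genes held out. From k = 1 to k = 7, the variance explained rose from 18.8% to 23.9% for CBP, from 14.8% to 17.1% for CTCF, from 0.688% to 6.00% for ADAR and from 12.0% to 13.5% for RBBP5. The rise was not steady for all proteins. For SUZ12 the value was 7.48% at k = 1, 15.2% at k = 4 and 14.3% at k = 7, and for HNRNPH1 it was 5.89% at k = 1, 8.50% at k = 2 and -1.31% at k = 6, which means that predictions at k = 6 were worse than the mean. This did not hold against the matched input set, where HNRNPH1 had 8.22% at k = 6 with another penalty chosen, beside 7.09% at k = 1 and 8.97% at k = 2. The matched values at k = 1 and k = 7 were 17.7% and 22.0% for CBP, 13.2% and 15.6% for CTCF, 10.5% and 12.2% for RBBP5 and 8.64% and 14.8% for SUZ12, which had 16.8% at k = 4, and ADAR had 0.509% at k = 1. In simulated data in which 50% of the variance was set by 6-mers, the regression explained 44.7% of it, and -0.0462% where none was.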

The Alu 7-mers for ADAR and G-rich 7-mers for HNRNPH1 drove the highest accuracy predictions of all of the proteins, explaining ~38 % of the variance in log2 fold change. 

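At k = 7, the regression explained 6.00% of the variance of log2 fRIP/input in held-out genes for ADAR and 5.36% for HNRNPH1, or 5.63% and 6.04% against the matched input set. Scaling the k-mer counts to transcript length moved these most, to 10.3% and 21.3%, and with genes of mean FPKM of at least 1 only they were 8.00% and 6.98%. The ADAR libraries are the shallowest of the panel. Among the 20 7-mers with the largest weights for ADAR, C was the most frequent base (35.7%). Matches of these 7-mers to Alu elements were not analysed here.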

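The highest variance explained at k = 7 was 23.9% for CBP and 21.4% for EZH2 (22.0% and 20.0% against the matched input set), followed by CTCF, WDR5 (15.5%), phospho-CBX3 (15.1%) and SUZ12. Among the RBPs it was 14.0% for IMP1, 11.0% for HUR, 9.94% for HNRNPU and 5.54% for PABP, and the lowest of the panel was 4.10%, for CHD4. With counts scaled to transcript length, the values were 28.9% for CBP, 22.0% for CTCF and 19.0% for RBBP5, and among the RBPs 17.8% for HUR, 15.0% for HNRNPU, 13.5% for IMP1 and 10.4% for PABP, all below HNRNPH1. Against the matched input set the RBPs had 18.1% for HUR, 10.6% for HNRNPU, 12.0% for IMP1 and 9.32% for PABP.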

Binding of the traditional RBPs tended to be better predicted by sequence composition, but many CAPs were also modeled well, including RBBP5, CTCF, CBP, and SUZ12. Collectively, our analyses discovered known binding motifs and new trends in noncanonical CAP binding preferences.

Transposable elements (TEs) can serve as a source of sequence motifs with an inherent evolutionary history. Thus, we also asked whether specific classes of TEs in the transcripts affected protein binding. Mentioned above and well-known, ADAR binds Alu elements in both orientations (Fig. S14 in Additional file 1) [49]. We additionally found dozens more significant associations between protein binding and the presence of specific TE families. Transcripts containing antisense Alu elements had greater fold changes in the HUR fRIP, reflecting an interaction recently described in three independent CLIP-Seq datasets with the poly-U stretches of antisense Alu [36]. Though TE preferences within mRNAs and lncRNAs were broadly similar, an association between DNMT1 and sense strand ERV1 was specific to lncRNAs (Fig. S14 in Additional file 1). ERV1 insertions appear to have played a role in the origin of many lncRNAs [37].

Between motif searches, k-mers, and TEs, we detected a variety of known and novel sequence binding preferences of the proteins analyzed, including initial evidence that even CAPs lacking traditional RNA binding domains have greater affinity for certain sequence motifs.

### CAP binding relates to local chromatin

To explore the relationship between CAP binding to RNAs and the local chromatin of the bound RNAs’ loci, we compared fRIP-Seq with all ENCODE ChIP-Seq and reduced representation bisulfite sequencing (RRBS) mapped in K562. Because some chromatin marks are more relevant in either the promoter or spanning body of genes, we computed promoter-based and gene body-based statistics to measure the magnitude of binding for each mark and gene (see “Materials and methods”).

First, we asked whether CAPs bind RNA from loci where they concurrently bind DNA, perhaps because the proteins bind the RNA due to its proximity. We examined the Spearman correlations across all genes between fRIP-Seq and ChIP-Seq for 11 proteins with both data types (Fig. S15 in Additional file 1). Coordinated DNA and RNA binding is not apparent, suggesting that other factors are more important to determine RNA binding and that DNA occupancy alone is insufficient to drive association with transcripts in close proximity.

Extending to all ChIP datasets, since chromatin marks correlate very strongly with gene expression (Fig. S16 in Additional file 1), raw correlations between fRIP/input fold change and promoter or body-based ChIP were confounded with the tendency of the proteins to bind lower or higher abundance transcripts (Fig. S17 in Additional file 1); that is, proteins that bound higher abundance genes positively correlated with active chromatin marks and vice versa. However, many intriguing relationships appear when plotting the ChIP statistics for significantly bound and unbound RNAs across input FPKMs. Correlations between chromatin marks and gene abundance emerge and can be normalized for. Matching and generalizing previous analysis of DNMT1 binding to RNA at the CEBPA loci, we observed lower levels of DNA methylation in promoters of genes bound by DNMT1 genome-wide at all abundance levels (Fig. 6a). Interestingly, DNMT1 binding does not appear to affect gene body DNA methylation, but CTCF binding has a strong relationship: CTCF-bound RNAs have higher levels of methylation across the span of the gene (Fig. S18 in Additional file 1). This is consistent with prior work linking CTCF to DNA methylation and splicing [75].

**Fig. 6:**
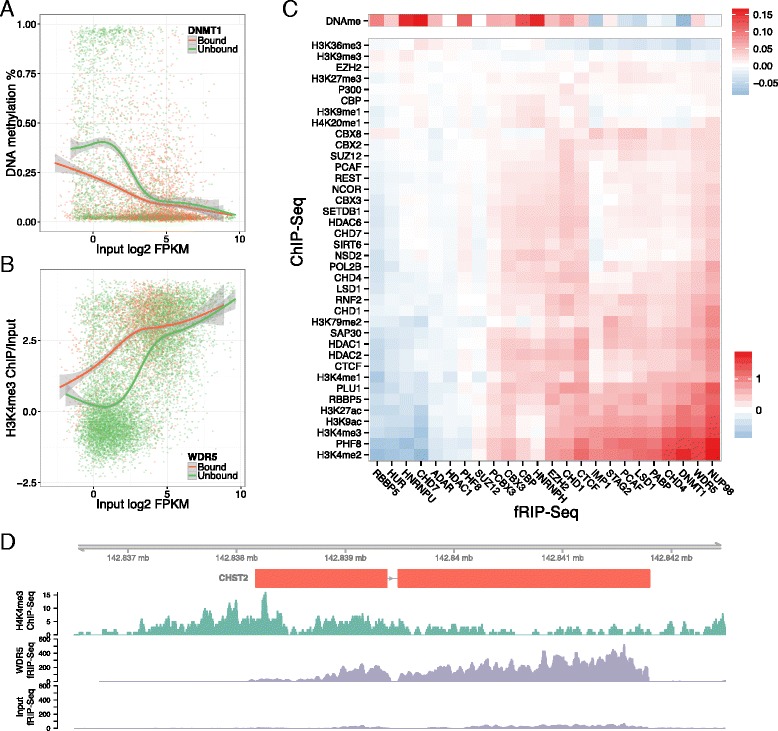
Protein binding to RNA relates to local chromatin. Because chromatin marks measured by RRBS (DNA methylation) or ChIP-Seq (histone modifications and modifiers) correlate with gene abundance (Fig. S16 in Additional file 1), we plotted this relationship separately for genes bound and unbound by each protein. **a** DNMT1-bound RNAs have less DNA methylation in their promoter, shown as a scatter plot of every gene with a generalized additive model regression. **b** WDR5-bound RNAs have more H3K4me3 in their promoter. **c** For each chromatin mark and protein, we plotted the difference between the bound and unbound regression lines as a heat map (“Materials and methods”), revealing a clear difference in the relationship of certain proteins to activating chromatin marks. **d** CHST2 exemplifies a WDR5-bound RNA with ample H3K4me3

For a more global view, we quantified all fRIP-chromatin mark relationships by measuring the gap between regression lines for bound and unbound RNAs across input FPKM (Fig. 6c; “Materials and methods”). Clustering analysis revealed that chromatin marks group with respect to their relationship with gene activation. RNA binding of many CAPs (e.g., DNMT1, NUP98, WDR5, PCAF, and LSD1) correlated with higher presence of activating modifications like H3K4me3 and H3K27ac. Differences between bound and unbound RNAs were not as apparent for silencing modifications like H3K9me3 and H3K27me3. Greater levels of H3K4me3 in promoters of genes bound by WDR5 (Fig. 6b), as exemplified by CHST2 binding (Fig. 6d), is of particular interest because WDR5 participates in a complex that writes the H3K4me3 mark and has previously been implicated for recruitment by RNA [20, 85, 87].

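CHST2 (ENSG00000175040.4) is an mRNA gene on the plus strand of chromosome 3, from 142838613 to 142842856 in hg19. In WDR5 fRIP it had 118 ± 3.55 FPKM (SD, n = 3), against 18.7 ± 4.43 FPKM (SD, n = 9) in input, a log2 fold change of 2.63 (standard error 0.16, adjusted p = 1.22e-20, limma) or 2.26 against the matched input set (adjusted p = 7.24e-16). Each WDR5 library lay above each input library (two-sided exact permutation test, p = 0.00455). In EZH2 fRIP the mRNA was higher still, at 297 ± 22.3 FPKM (SD, n = 2), with a log2 fold change of 3.95 against either choice of inputs (adjusted p = 4.37e-26 against the 9 inputs). Histone modifications at its promoter were not analysed here.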

In summary, the presence of this variety of known and novel relationships suggests a role for RNA–protein interactions influencing the maintenance and dynamics of chromatin states.

## Discussion

Using an optimized and scalable protocol for cataloguing RNA–protein interactions, including those on and around chromatin, we have demonstrated that a diverse set of proteins known to associate with and/or modify chromatin also widely interact with thousands of coding and noncoding RNA transcripts. We recapitulated previously known RNA–protein interactions and found that, like traditional RBPs, CAPs interact with functionally coherent sets of RNAs via specific transcript features in a combinatorial manner. RNA–CAP binding relates to the local chromatin of the RNAs’ loci, adding evidence to support a crucial role for RNA–protein interactions in chromatin modification.

Our fRIP-Seq technique enabled the highly reproducible mapping of a diverse set of RNA targets for 24 proteins. Profiling many proteins in parallel is a powerful method to account for protocol artifact or common background noise arising from promiscuous or highly abundant RNAs that bind protein or magnetic beads indiscriminately [4, 18]. RNA recovery and input library construction (low versus high) did not predict correlation between experiments, ruling them out as confounding factors. Concordance with CLIP-Seq, RBP depletion assays, and individually measured and functionally established interactions further support the validity of our data.

In two cases (SUZ12/EZH2 and WDR5/RBBP5), fRIP-Seq did not map RNA interaction partners of two proteins known to function together in a complex with the concordance one might expect. 

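Across genes, log2 fRIP/input of SUZ12 and EZH2 had a Pearson correlation of 0.210, which ranked 182 among the 276 pairs of proteins, and single libraries of the 2 proteins correlated at 0.15 to 0.235 (SD 0.0315 over 6 pairs). WDR5 and RBBP5 had 0.135 (rank 201), with 0.0146 to 0.280 between single libraries (SD 0.0786 over 9 pairs). Unchanged groups set against the same 9 inputs gave 0.46 ± 0.0379 (SD, 100 draws) for the sizes of SUZ12 and EZH2. For those of WDR5 and RBBP5 they gave 0.512 ± 0.0354. The only variation in these groups was noise between libraries. In fRIPs with enrichment the inputs make up a smaller part, so these values are no floor for the observed pairs. For the matched input sets, SUZ12 and EZH2 had 0.204, where unchanged groups with separate inputs gave 0.0944 ± 0.0488, and WDR5 and RBBP5, which share a set, had 0.0869, where unchanged groups gave 0.580 ± 0.0317. With separate parts of the input libraries for the 2 proteins, the correlation of WDR5 and RBBP5 was -0.0151. The paper proposes that both proteins of a pair also act outside their shared complex and may then bind different transcripts.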

There are many possible contributing factors for this observation, primarily revolving around the fact that the RNA binding properties of these proteins are poorly understood. The proteins exist in the cell both in and out of the complex, and there is no reason to believe that the proteins in isolation would bind to similar transcripts as each other. If fRIP-Seq is preferentially capturing these RNA interaction partners, then differing profiles would be the expected result.

We observed RNA–protein interactions at various stages of RNA processing, indicated by the quantity of intron alignments in each fRIP-Seq. Known co-transcriptional binders ADAR, HNRNPH1, HNRNPU, and HUR had the most intron alignments. Co-transcriptional binding also led to different patterns relating gene abundance to fRIP/input fold change. These correlations with abundance were recalled and normalized for in downstream analyses, such as comparisons with local chromatin.

Though fRIP-Seq does not pinpoint interaction sites to the same resolution as CLIP-Seq, we nevertheless discovered many binding preferences for the proteins measured using transcript-wide analysis. This included reproducing the known sequence motifs bound by ADAR, HNRNPH1, HUR, and HNRNPU from whole transcript motif searches. Preferred sequence motifs were found for CAPs as well, with similar degrees of evidence as those known motifs. For example, we discovered an AG-rich motif predictive of SUZ12 binding.

In addition to sequence preferences, we found that fRIP-Seq enrichment for many proteins correlated with transcript length and number of exons. In particular, though a PRC2 preference for longer RNA transcripts had previously been observed, we found here that length correlation manifests through a far stronger preference by SUZ12 for transcripts with more exons. Current models for the role of PRC2–RNA interactions posit that PRC2 maintains gene silencing by writing the silencing mark H3K27me3 only in the absence of RNA [8, 30, 31]. Our observations suggest a revised hypothesis whereby obfuscation of PRC2 silencing may further require spliced RNA, sensed by SUZ12 interaction. Given the apparent ubiquitous transcription of the genome, this distinction is an important one, as it would substantially limit the pool of RNA that can modulate PRC2 activity.

Much previous work on RNA binding partners of CAPs has focused on ncRNA. Here, we surprisingly detected substantial binding of CAPs to mRNAs, too. Although we observed weaker enrichments of lncRNAs by CAPs in comparison with mRNAs, we did detect that lncRNAs are more selective and associate with fewer CAPs on average than mRNAs. However, our data overall suggest that lncRNA-CAP binding is not the dominant feature of the RNA–CAP interactome.

Instead, RNA may more generally provide a communication medium between the genome and CAPs. We observed widespread correlations between CAP fRIP-Seq enrichment and local chromatin state. Matching a previous analysis, which suggested that DNMT1 would not methylate DNA in the presence of RNA [15], the promoters of DNMT1-bound RNAs had lower levels of DNA methylation. Furthermore, we discovered a novel relationship between WDR5 binding to RNAs and the H3K4me3 levels of the transcripts’ promoters; loci with bound RNA have more H3K4me3, which could be the result of RNA recruitment of WDR5 and the MLL complex to further solidify an open and active promoter state in a positive feedback loop.

Our analysis leaves open the question of what happens to mRNAs bound by CAPs. One could imagine these interactions are transient light disturbances to the mRNA on its journey to translation. Alternatively, a small proportion of transcribed mRNA copies may be diverted to permanent interaction with CAPs and sequestered away from translation. Follow-up work will be needed to differentiate these outcomes and clarify the role of mRNAs in chromatin modification processes.

## Conclusions

Our introduction of fRIP-Seq and panoramic profiling of RNA interactions with chromatin-associated proteins will enable many future analyses to further dissect the role of RNA in chromatin processes. The dual nucleic acid affinity of CAPs is an intriguing feature that, with further study, may unify the separate paradigms of RNA-mediated chromatin regulation of transcription with chromatin-mediated post-transcriptional regulation of RNA. While we have provided a static snapshot of the cell, the open questions of how chromatin is modified are most relevant to the dynamics of development and disease. The framework applied here provides an important lens with which to study the chromatin regulation of these cell state changes.

## Materials and methods

### Cell culture and cross-linking

K562 cells (ATCC catalog #CCL-243) were grown in RPMI 1640 (Invitrogen, catalog #22400105) with 10 % fetal bovine serum (FBS) and 1 % Antibiotic-Antimycotic 100× (Invitrogen, catalog #15240062). We collected cells with a gentle 5 minute spin at 500 g and washed these with room temperature phosphate-buffered saline (PBS). We re-suspended at 5e6 cells per ml in room temperature RPMI media without FBS or antibiotic-antimycotic and added formaldehyde to a final concentration of 0.1 %. We cross-linked at room temperature for 10 minutes and then halted it by quenching for 5 minutes at room temperature after adding glycine to a final concentration of 125 mM at a medium pace. We spun cells for 5 minutes at 500 g and then washed them twice in 4 °C PBS. We flash froze pellets of 10e6 cells and stored them at −80 °C.

### fRIP

We re-suspended frozen pellets in 1 mL of RIPA lysis buffer (50 mM Tris (pH 8), 150 mM KCl, 0.1 % SDS, 1 % Triton-X, 5 mM EDTA, 0.5 % sodium deoxycholate, 0.5 mM DTT (add fresh) + protease inhibitor cocktail (Thermo Scientific, PI-87785) + 100 U/ml RNaseOUT™ (Life Technologies, 10777–019)). We incubated cells at 4 °C for 10 minutes before lysing on a Branson® digital sonifier using 10 % amplitude for 0.7 seconds on and 1.3 seconds off at 30 second intervals for a total of 90 seconds. We used chilled tube holders and swapped them out between shearing runs to reduce temperature elevation. After lysis, we spun the lysate at 4 °C max speed for 10 minutes. We collected supernatant and diluted by adding equal volume of fRIP binding/wash buffer (150 mM KCl, 25 mM Tris (pH 7.5), 5 mM EDTA, 0.5 % NP-40, 0.5 mM DTT (add fresh), 1× PIC (add fresh), 100 U/mL RNaseOUT (add fresh)). At this point, we removed 50 μl of lysate for input sample and stored at −20 °C for later RNA purification and library construction. After dilution, we clarified the lysate by passage through a 0.45 μM syringe filter. We then “pre-cleared” filtered lysate by incubating with Dynabeads® Protein G (Life Technologies catalog #10004D) at a concentration of 25 μl of beads per 5 million cells for 30 minutes at 4 °C with slow rotation. We flash froze pre-cleared lysate in 1 mL aliquots of ~5 million cells and stored it at −80 °C. For fRIP, we thawed lysate on ice and added 6 μg of *HuR* antibody (Santa Cruz, sc-5483). After addition of antibody, we rotated lysate at 4 °C for 2 hours before adding 50 μl of Dynabeads® Protein G. We rotated beads and lysate at 4 °C for 1 hour before washing twice with 1 mL of fRIP binding/washing buffer + 1× PIC and 100 U/mL RNaseOUT. After the final wash, we removed the supernatant and froze and stored the beads at −20 °C.

### RNA purification and library construction

We re-suspended the frozen beads in 56 μl of RNase-free water and added 33 μL of 3× reverse-crosslinking buffer (3× PBS (without Mg or Ca), 6 % N-lauroyl sarcosine, 30 mM EDTA, 15 mM DTT (add fresh)), 10 μl of Proteinase K (Life Technologies, catalog #AM9516), and 1 μl of RNaseOUT to both the re-suspended beads and input sample. We performed protein degradation and reverse-crosslinking for 1 hour at 42 °C, then another 1 hour at 55 °C. We added beads and reaction buffer to 1 mL of TriZol (Life Technologies, 15596–026). After agitation, we added 200 μl of chloroform followed by ~15 seconds of vigorous agitation and a 20 minute microcentrifuge spin at 4 °C max speed. We collected the aqueous layer, added it to 750 μl of ethanol + 1 μl GlycoBlue™, and ran it over a Qiagen RNeasy® min-elute column (Qiagen, catalog #74204). We extracted RNA using the buffer RWT/3× isopropanol modification detailed in “Appendix B: Optional On-Column DNAse Digestion…” of the *Qiagen miRNeasy® Mini Handbook*. We eluted RNA in 15 μl of RNase-free water. To remove ribosomal RNA, we fed ≥70 ng of input and fRIP RNA into the Ribo-Zero™ Magnetic Gold Kit (Epicentre, catalog #MRZG12324) followed by a cleanup using Agencourt RNAClean XP beads (Beckman Coulter, catalog #A63987) and elution with 19.5 μL of Elute, Prime, Fragment mix from the TruSeq RNA Sample Preparation Kit (Illumina, catalog #RS-122-2001). We performed library construction per the vendor’s instructions, starting with the “Incubate RFP” step. We pooled the resulting cDNA libraries and subjected them to paired-end sequencing on an Illumina HiSeq 2500 at a depth of 31 base pairs per read.

### fRIP-Seq computational analysis

We aligned sequencing reads to human genome assembly hg19 and GENCODE v18 reference annotation [24] using TopHat [81]. We estimated transcript and gene abundances, as well as depletion/ enrichment significance using Cuffdiff 2 [80]. In addition to the standard exon annotation, we estimated abundances on an augmented version of the annotation to which we added an unspliced pre-RNA isoform for every unique isoform start and endpoint. This quantification proved useful in some analyses, such as measuring the contribution of intronic reads from unprocessed transcripts.

### Cluster and functional annotation analysis

We limited cluster analysis in Fig. 1 to genes with expression that was high enough in at least one condition such that Cuffdiff 2 was able to test for enrichment/depletion in at least one fRIP-Seq versus input comparison. For each gene, we added a pseudocount of 1 FPKM before calculating the log2 fold change fRIP/input. We hierarchically clustered these values across genes (rows) and fRIPs (columns) using Pearson correlation distance and Ward’s agglomerative method.

We performed K-medoid clustering (using the R package PAM) on only genes that were called as significantly enriched by Cuffdiff and enriched at greater than twofold over input in at least one replicate. We clustered using k = 10 and Euclidean distance. To order the clusters for visual representation in a heat map (Fig. 3), we performed hierarchical clustering on median log2 fold change for each cluster (row) and each fRIP (columns). To annotate the clusters, we searched for functional terms enriched in each cluster’s genes using DAVID [27].

### Motif analysis

We used FIRE to search for motifs that have high mutual information with fRIP-Seq enrichment [16]. FIRE requests an input dataset consisting of nucleic acid sequences and a statistic assigned to each. For a higher resolution view of fRIP/input enrichment, we created an augmented annotation in which every intron was included as an isoform, extended on both sides to include the adjacent exons. For each protein, we then chose the most expressed isoform for every gene and assigned them the isoforms’ Cuffdiff differential expression test statistic.

Choosing an appropriate seed size for motif searches on full transcripts of varying size is more challenging than the typical application of equally sized promoters. We sought to focus on a middle range of the transcript length distribution so that the chosen seed size was not wildly inappropriate for many transcripts. Accordingly, in an initial analysis we allowed only transcripts whose length is within a factor of sqrt(10) from the distribution median; thus, all included transcripts have length within a factor of 10 of all other transcripts. We then chose the smallest k-mer seed size for which one would expect every k-mer to occur by chance in <1 % of transcripts of that length. Because transcript lengths are log-normally distributed, half of the transcripts are longer and half are shorter than the median transcript length, for which the chosen seed was aimed. For mRNAs, the median transcript length in GENCODE v18 is 1997 nucleotides, suggesting 10-mer seeds. Because this large k-mer size might miss some of the smaller k-mer motifs typical of RBPs [66], we performed additional runs of FIRE using a transcript length distribution chosen to be smaller and more appropriate for an 8-mer-seeded search. Here, we limited transcripts to length between 400 and 4000 nucleotides.

### K-mer analysis

If sequence preferences are driven by more general sequence composition preferences that cannot be so easily represented by regular expression or position weight matrix motif models, then fRIP-Seq enrichment of gene transcripts may be more effectively modeled by considering all k-mers. To this end, we performed a regression to assign weight coefficients to all k-mers for the same input datasets described above. To avoid overfitting, we performed ridge regression, which minimizes not only the distance between model predictions and actual values but also the magnitude of the weights. We chose the alpha parameter that varies the emphasis of these two competing objectives by evaluating fivefold cross-validated mean squared error over a parameter grid. More complex techniques (partial least squares and support vector regression) failed to yield significant gains.

### CLIP-Seq analysis

To assess the concordance between fRIP-Seq and CLIP-Seq, we downloaded six datasets mapping five proteins (HNRNPU [86], CTCF [74], HUR [40, 48, 61], IMP1 [22], and HNRNPH1 [32]). We mapped reads and called peaks using a previously described protocol [36]. We considered a gene to be targeted if an exonic peak was detected.

### ChIP-Seq analysis

We downloaded aligned sequencing reads in BAM format for all K562 ChIP-Seq experiments performed by the ENCODE project from https://www.encodeproject.org.

We assigned every transcript two scores measuring the enrichment of ChIP alignments over input alignments. For the first score, we computed log2 ChIP/input alignments for a promoter region of 3 kb, centered at the transcription start site. For the second, we computed log2 ChIP/input alignments for the entire transcript span. We normalized alignment coverage by the total number of mapped reads in the ChIP-Seq experiment. To assign scores to genes consisting of multiple isoforms, we computed a weighted average of the isoform scores, weighting isoforms by their FPKM.

To measure the relationship between the fRIP/input fold change and ChIP scores across all abundance levels, we first computed separate Lowess nonparametric regressions of FPKM versus ChIP score separately for genes bound and unbound in the fRIP-Seq experiment. Next, we integrated the difference between these two regression lines over the distribution of FPKM. This statistic is conceptually similar to computing the area of the region in between the two regression lines in the FPKM versus ChIP score plots, where we more heavily weight more likely FPKM levels.

### Ethics approval

Not applicable.

### Availability of data and materials

fRIP-Seq data are available through the Gene Expression Omnibus at accession GSE67963.

CLIP-Seq data were obtained for IMP1 from GSE21918, HNRNPH1 from GSE23694, HUR from GSE28865 and GSE29780, HNRNPU from GSE34491, and CTCF from GSE3554.

Depletion RNA-Seq data were obtained for CTCF from GSE44267, SUZ12 from GSE50177, HUR from GSE28865, and HNRNPU from ENCSR732ICL, and IMP1 from ENCSR629EWX.

## Additional files

Additional file 1: Supplementary Figures.
**Fig. S1** fRIP-Seq optimization. **Fig. S2** The effect of transcript localization on reassociation and fRIP-Seq enrichment. **Fig. S3** Validation of fRIP-Seq antibodies by western blot. **Fig. S4** ADAR preferentially binds to Alu elements and adjacent regions. **Fig. S5** fRIP-Seq broadly agrees with CLIP-Seq. **Fig. S6** fRIP-Seq targeted transcripts are affected by protein depletion. **Fig. S7** fRIP-Seq coverage displays light positional biases. **Fig. S8** Nuclear fRIP-Seq matches whole cell fRIP-Seq. **Fig. S9** The cohesin subunit STAG2 specifically binds a small cohort of transcripts encoding centrosome-localized proteins. **Fig. S10** lncRNA association with CAPs is more specific than CAP association with mRNAs. **Fig. S11** DNMT1 binds a GC-rich motif in lncRNAs. **Fig. S12** UUUUAAAA is a polarizing, conserved, 3’ motif. **Fig. S13** K-mers predict RNA binding preferences. **Fig. S14** Transposable elements correlate with RNA binding. **Fig. S15** Proteins with both fRIP and ChIP suggest a weak relationship. **Fig. S16** Chromatin marks correlate with gene abundance. **Fig. S17** fRIP versus chromatin mark correlations are FPKM-driven. **Fig. S18** Protein binding to RNA relates to local chromatin over the gene body. (PDF 22097 kb) Additional file 2: Table S1. Protein antibodies. (XLSX 46 kb) Additional file 3: Table S2 Gene clusters’ functional annotations.

How the deposited data were processed for this re-analysis (not part of the article)

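Gene expression was measured by RNA sequencing of fRIP and input material from K562 cells, with 70 fRIP libraries of 24 proteins (3 for each of 22 proteins, 2 each for EZH2 and STAG2) and 9 input libraries in 3 sets of 3. The authors sequenced on a HiSeq 2500, aligned with TopHat to hg19 and quantified GENCODE v18 genes and isoforms with Cuffdiff 2. The deposited gene and isoform tables give FPKM per library. The deposited table of comparisons gives the FPKM of each group, a test statistic, which is a score with the sign of the change, and a p-value and a q-value from the authors' Cuffdiff 2 run, for 24 comparisons of a fRIP with input. The strand use of the counting and the read filters are not given in the sources used here.
Analyses used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. Genes and transcripts were matched by identifier to GENCODE v44 lifted to the same assembly, which supplied classes, coordinates, lengths, exon numbers and sequences. Coordinates printed are those of this annotation. A pseudocount of 1 FPKM was added, and genes with at least 1 FPKM in at least 2 libraries were kept. One limma fit with an intensity trend held all 79 libraries with a mean per protein and a mean for input, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. Calls needed an adjusted p under 0.05 and a log2 fold change beyond 1 in size. For named genes, exact permutation tests on log2(FPKM + 1) were added. Sample conditions were taken from the labels, and the fit has no replicate block. Whether replicate numbers pair libraries was checked from their deviations from the group means. Within input set 2, these correlated at a mean of 0.320 (0.0877 to 0.599, 45 pairs) between libraries of different groups with the same number and -0.155 (90 pairs) between those with different numbers, and for CHD1, NUP98, PCAF and WDR5 each of the 3 pairs with an input library of that set was over 0.1. The numbers were taken to pair the libraries there, from the data alone. Within sets 1 and 3 the means for the same number were 0.117 and 0.0316, with pairs below 0, and no protein of these sets had every pair over 0.1.
Depth was read from the step that 1 fragment adds to the FPKM of single isoform genes of a library. The median over libraries was 9.73 M (mega) fragments for EZH2, 10.6 M for NUP98, 13.9 M for CBP, 14.0 M for CTCF, 20.6 M for WDR5 and 33.1 M for PCAF, so that 1 fragment weighs more in some groups than in others and values near the filter are the least precise.
Preferences were Spearman correlations across genes, computed per library and given as mean and SD over the libraries of a protein. Transcript length and exon number were weighted over isoforms by input FPKM, and semipartial correlations used the residuals of a linear regression on the log2 of the other feature. The lncRNA comparison used mRNAs matched on input FPKM, and the specificity score used the Jensen-Shannon divergence. Motif and k-mer counts used the most expressed transcript of each gene, and ridge regressions were scored on held-out genes. Correlations across proteins were given permutation p-values from 100000 permutations. Because most comparisons share input libraries, unchanged groups were simulated on the same inputs, and their values are printed beside the measured ones. The fit, the preference measures and the regression were tested on simulated data.
Genes named one by one are those that the paper names and that are in the table, the gene of each target in its own fRIP, the 10 genes with the largest log2 fold change in STAG2 fRIP, and the gene with the largest in each other fRIP, the last 2 groups taken from genes at an adjusted p under 0.05 with every library of the protein above every input library. Alternatives covered pseudocounts of 0.1 and 0.5 FPKM, other filters, centring, each input set alone, averaged inputs, a replicate block for all libraries or for those of input set 2, only the protein's own libraries and inputs, each replicate left out, other distance, isoform and motif choices, and the input set matched to the authors' table.
Shares of exonic and unspliced RNA were not analysed here, as the isoform table used holds spliced and retained intron isoforms of the annotation and no unspliced pre-RNA. Crosslinking and immunoprecipitation data, depletion experiments, coverage along transcripts, nuclear lysate, SETD2 fRIP, transposable elements and chromatin data were not analysed here. Of Table S2, only the first 1999 rows were used.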

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

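The tests of genomic DNA, of the choice of inputs and of mRNAs enriched in most fRIPs behind the own mRNA counts, and of the input set behind named genes were chosen only after the result was seen.
Among the 52 named genes, 5 had an input library that lay far from the others by a Dixon ratio test, where chance alone gives about 1 in 20. CHD1 had 71.4 FPKM in set 2 replicate 3 with 60.55 FPKM next (ratio 0.506), and WDR5 had 31.2 FPKM in the same library with 20.9 FPKM next (ratio 0.663). AL160175.1 (878 FPKM in set 2 replicate 2), RP11-1094M14.1 (3.71 FPKM in set 3 replicate 3) and AL161450.1 (359 FPKM in set 2 replicate 3) were above 0 in that library only, which gives a ratio of 1 for each. A difference between the input sets may contribute. In 0 of the 5 genes did the other 2 libraries of that set also lie beyond every library of the other sets. For CHD1 they had 49.95 and 60.55 FPKM, against 51.92 to 59.06 FPKM in the other sets. For WDR5 they had 18.12 and 20.42 FPKM, against 15.69 to 20.91 FPKM. For the rest, these libraries and those of the other sets were at 0. A shift shared by a set would move all 3 of its libraries. These values therefore argue against it for these 5 genes. As these genes were chosen for a single far library, they do not bear on other genes. Over all named genes, 30.8% differed between the 3 sets at an exact permutation p under 0.05, where chance gives 5%. As this is above chance but well under most of the genes, how far the input set accounts for differences between input libraries over the named genes cannot be told apart. No biological explanation was tested.
The mRNA of the target was enriched over 2-fold in its own fRIP for 11 of the 23 proteins other than STAG2, which the paper does not report, and for 12 of 24 with STAG2 (4 of 6 RBPs and 8 of 18 CAPs). The log2 fold changes were 2.74 for CREBBP in CBP fRIP, 2.43 for CHD1, 1.72 for PHF8, 1.65 for HNRNPH1, 1.57 for ADAR, 1.56 for SUZ12, 1.48 for EZH2, 1.43 for NUP98, 1.33 for PABPC1 in PABP fRIP, 1.12 for ELAVL1 in HUR fRIP and 1.07 for WDR5. Centring on the median lowered ADAR to 0.59, ELAVL1 to 0.87 and HNRNPH1 to 0.92 and raised IGF2BP1 in IMP1 fRIP to 1.00, which left 10 of 24, and over the alternatives the number ranged from 10 to 13. The choice of inputs is an unlikely explanation, as 12 were enriched against the matched input set too, with WDR5 out (0.90) and CHD7 in (1.04), and 10 against set 2 alone, with WDR5 (0.90) and ELAVL1 (0.91) out. An mRNA that is enriched in most fRIPs is an unlikely explanation too, as the 11 mRNAs were over 2-fold in 6.72% of the other 23 fRIPs, with a median of 1 other fRIP and at most 4. Over the own mRNAs of the 23 proteins, whether enriched or not, 47.8% were over 2-fold in their own fRIP and 6.43% in the other fRIPs (one-sided permutation p = 1e-05, the smallest that 100000 permutations give). Their own fRIP was the highest of the 24 for 4 of them (one-sided permutation p = 0.0142). Antibody capture of nascent protein on ribosomes may also contribute. Across proteins, the Spearman correlation of the log2 fold change with transcript length was 0.171 (permutation p = 0.422), so this explanation cannot be told apart from others.
Of the 11544 genes at 0 in each input library, 3421 (29.6%) were above 0 in STAG2 replicate 1 and 2013 (17.4%) in phospho-CBX3 replicate 2, against a median of 199 (70 to 744) in the other 68 fRIP libraries. A candidate explanation is genomic DNA in these libraries, which would give similar fragments per kilobase for all kinds of genes. Over the silent genes with a single isoform, the largest ratio between gene or length classes was 1.19 in the 2 libraries, against medians of 4.25 (length classes) and 2.50 (gene classes) in the other fRIP libraries, which is in line with genomic DNA. It would add low values to many genes and could affect the genes enriched only in STAG2 replicate 1. No biological explanation was tested.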

How the results depend on the processing

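Tests with the matched input set, with a replicate block within input set 2, with transcripts of the same version in both annotations, and with the subsets of single exon genes were chosen only after the result was seen. Residuals after length for UUUUAAAA, and after length and exon number for GAAGMHGAW, were also chosen as tests after the result was seen. They are counted with the planned values below. All other alternatives were set before the data were examined.
Among main results, 255 of the planned values were unchanged in reading, 31 moved and 2 reversed sign, and of the values with alternatives chosen later 38 were unchanged, 8 moved, 5 reversed and 2 became weaker. Among other named genes 640 were unchanged, 2 reversed, 3 became stronger and 3 weaker, and with later alternatives 68 were unchanged, 2 reversed and 2 became stronger. In every case below, the cause was not tested.
The number of depleted genes per protein moved to 2570 with a pseudocount of 0.1 FPKM and to 865 with centring. Although their median changed less, the enriched genes moved by more than 1.5 times with centring for 15 of the 24 proteins, from 6775 to 2945 for ADAR, from 131 to 3010 for PCAF and from 67 to 710 for NUP98, and the depleted genes did so for 14. The number of genes at 10-fold or more in STAG2 fRIP moved to 40 with a pseudocount of 0.1 FPKM, and it ranged from 9 to 22 with libraries left out, with 15 without STAG2 replicate 1 and 22 without the second STAG2 library. With a replicate block, which leaves out the second STAG2 library because it has no replicate number, it was 23 and rests on STAG2 replicate 1 alone. Where 1 sample is left, it is assumed to vary like those of other groups. Over the whole panel, deviations from the group means correlated at a mean of 0.0462 between libraries of different groups with the same number (976 pairs, 27.4% of them over 0.1) and -0.0220 between those with different numbers (2028 pairs, 11.1% over 0.1), and for 20 of the 24 proteins the numbers do not pair the libraries with their matched inputs. Within input set 2, where the numbers do pair them for 4 of 5 proteins, a replicate block with the matched input set changed no call of a named gene against the matched input set without it, and the enriched genes moved from 61 to 68 for CHD1, 27 to 28 for NUP98, 24 to 26 for PCAF, 685 to 696 for RBBP5 and 872 to 881 for WDR5, with the depleted genes of CHD1 moving from 118 to 131 and those of the other 4 by less in proportion. With this block 22 in place of 18 proteins had a branch of their own.
The number of proteins with a negative abundance correlation moved to 21 without a filter and to 5 with a pseudocount of 0.1 FPKM, and ranged from 6 to 13 with replicates left out. The single exon relation reversed to 0.140 with a mean FPKM of at least 1. Among later tests, it weakened to -0.280 for mRNAs and lncRNAs and reversed to 0.674 for mRNAs, to 0.544 for genes of 200 nucleotides or more with a mean FPKM of at least 1 and to 0.623 for mRNAs against all mRNAs. With the matched input set it reversed to 0.461 for mRNAs and to 0.495 for mRNAs against all mRNAs, and weakened to -0.0861 for genes of 200 nucleotides or more with a mean FPKM of at least 1.
The specificity difference moved to 0.0250 with log values as the pattern, to 0.0364 with a pseudocount of 0.1 FPKM, to 0.0337 with a mean FPKM of at least 1 and to 0.0190 with the matched input set, and ranged from 0.0192 to 0.0207 with replicates left out. For SUZ12, exon number after length moved to 0.451 with rank partial correlation, 0.321 with the most expressed isoform, 0.425 with a mean FPKM of at least 1, 0.422 with the matched input set and 0.338 with transcripts of the same version. Length after exon number moved to 0.0532, 0.123, 0.0580 and 0.0410 with the last 4 of these.
The SUZ12 motif difference moved to 0.589 in transcripts of 400 to 4000 nucleotides, 0.384 in residuals, 1.14 with a pseudocount of 0.1 FPKM and 0.440 with transcripts of the same version. Positive UUUUAAAA correlations fell to 5 in residuals after length. The SUZ12 and EZH2 correlation moved to 0.308 with a pseudocount of 0.1 FPKM, and to 0.164 to 0.235 with replicates left out. That of WDR5 and RBBP5 reversed to -0.0151 with separate parts of the inputs, and ranged from 0.111 to 0.195. The k-mer variance explained moved for ADAR to 5.63 with the matched input set, 10.3 with counts per kilobase and 8.00 with a mean FPKM of at least 1, and for HNRNPH1 to 6.04, 21.3 and 6.98.
Among own mRNAs, HNRNPU reversed to -0.54 with centring (adjusted p = 0.0174), and KDM1A in LSD1 fRIP from -0.13 to 0.53 against input set 1 alone (adjusted p = 0.0091) and against the matched input set (adjusted p = 0.0064; 0.0051 with the block within set 2), while against input set 2 alone it became stronger at -0.54 (adjusted p = 0.0108). KAT2B in PCAF fRIP became stronger against set 1 alone (-0.51, adjusted p = 0.0275), as did CHD4 without replicate 3 (-0.97, adjusted p = 0.0312) and CBX3 against the matched input set (0.36, adjusted p = 0.0474; 0.0230 with the block within set 2). CTD-2328D6.1 in STAG2 fRIP became weaker against set 2 alone (2.87, adjusted p = 0.0504) and with only the STAG2 and input libraries (6.56, adjusted p = 0.079), and IGF2BP1 in IMP1 fRIP without replicate 1 (0.48, adjusted p = 0.0771).
Left out are 5 settings that could not change the result, namely specificity without input replicates 1, 2 and 3, where values equal the main ones, and the 2 SUZ12 results without the second STAG2 library. The alternatives for exon shares were not run. Depth limits genes near the filter most in ADAR fRIP (1.72 M fragments) and least in DNMT1 fRIP (51.9 M).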

Differences from the paper's values

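The matched input set, the replicate effect within input set 2 and the subsets of single exon genes were chosen only after the result was seen. So were the tests with transcripts of the same version and the residuals for GAAGMHGAW and UUUUAAAA.
Counts are taken to differ where one is more than 1.5 times the other.
For STAG2 fRIP, the paper gives 22 genes at 10-fold or more, and 9 were found. Of the alternatives set before the data were examined, the replicate block (23), leaving out replicate 1 (15) and leaving out the second STAG2 library (22) do not differ from the paper's value, and the other 15 do.
For single exon genes, the paper's correlation is 0.80 and the one found was -0.597. Each of the 10 alternatives set before the data were examined differs from it. Of the subsets chosen later, single exon mRNAs gave 0.674, and 0.623 when set against all mRNAs.
For length after exon number in SUZ12 fRIP, the paper's value is 0.03 and the one found was 0.0897. Each of the 10 alternatives set before the data were examined differs. Transcripts of the same version in both annotations, chosen later, gave 0.0410 ± 0.0185, within 1 SD of the paper's value.
For genes with 3 copies of GAAGMHGAW against genes with 0, the paper's value is 4-fold and the one found was 1.94-fold. None of 9 alternatives reached it. Of these, the residuals after length and exon number were chosen as a test after the result was seen. The others were set before the data were examined. The paper's axis is a test statistic, not a log2 ratio. Its motif search also drew on an annotation with introns added as isoforms. Only annotated transcripts were used here, so the 2 values do not compare like with like.
For UUUUAAAA, the paper gives 7 proteins that bound RNAs with the motif and 15 that avoided them, which leaves 2 of the 24 without a call. The measure used here is the sign of the mean correlation with the number of copies, which gives each of the 24 proteins a side, and it was positive for 16 and negative for 8. Residuals after length, chosen as a test after the result was seen, do not differ for either number (5 and 19). Every alternative set before the data were examined differs for the positive number. For the negative number, transcripts of 400 to 4000 nucleotides (10) and leaving out replicate 3 (10) do not differ, both at the limit of 1.5 times. The others differ for both, the pseudocount of 0.1 FPKM most (19 and 5). With mRNAs only and the matched input set, chosen later, 11 were negative. The paper's motif search drew on an annotation with introns added as isoforms, so these counts do not compare like with like either.
For k-mers, the paper explains 38% of the variance of ADAR and HNRNPH1, and 6.00% and 5.36% were found. The paper's regression drew on an annotation with introns added as isoforms. Only annotated transcripts were used here, so the values do not compare like with like. Both alternatives set before the data were examined differ for both proteins. The paper names these 2 as the best explained, while CBP (23.9%), EZH2 (21.4%) and CTCF (17.1%) were highest here. With counts per kilobase, HNRNPH1 had 21.3%, below CBP (28.9%) and CTCF (22.0%) and above EZH2 (17.3%), and against the matched input set it had 22.9%, below CBP (26.0%) and beside CTCF (22.8%). ADAR had 10.3% and 8.53%.
Further statements differ. The paper states that the replicates of every protein clustered together, and those of 18 of 24 did, or of 22 with the replicate effect within input set 2 taken out, which was chosen after seeing the values. The paper states that CTCF bound shorter genes, while its correlation with length was 0.0486 against 9 inputs and -0.0721 against the matched input set. Cluster 10 is described as associated with DNMT1 among others, whose median there was -0.79. For XIST, the paper gives more than 3-fold in SUZ12 and HNRNPU fRIP and more than 7-fold in CHD4 fRIP, and all 3 lay above this against the 9 inputs, while the matched input set gave 2.89-fold, 2.72-fold and 5.88-fold and centring gave 4.15-fold, 2.63-fold and 11.4-fold.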

Other observations

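The tests of counting noise, of length and exon number behind the motif, of length behind UUUUAAAA, of the replicate effect behind the clustering, of subsets of single exon genes by FPKM and of the matched input set were chosen only after the result was seen.
To ask how many calls arise from the way libraries are grouped, the 3 fRIP and 9 input libraries of each of 22 proteins were split at random. For 21 proteins, only 1 of 100 splits, the real one, had as many genes enriched or depleted. For CHD1 it was 2 of 100, where a split that set input set 1 apart from the rest gave 407 genes and the real split 314. EZH2 and STAG2 were not tested, with 2 libraries each. The differences between input sets could thus account for a CHD1 result of this size, and 2 of 100 splits does not rule this out.
A replicate effect shared within input set 2 is a candidate explanation of why the libraries of CHD1, NUP98, PCAF and WDR5 did not form branches of their own. With this effect estimated for each protein from the other groups of the set and taken out, all 4 had a branch of their own and 22 of the 24 proteins did, while in 100 random renumberings of the libraries as many as 4 did so in 1, which is in line with this explanation. CHD7 and PHF8, which belong to another set, stayed without. No biological explanation was tested.
The single exon relation ran opposite to that over all genes. Short RNAs under 200 nucleotides are an unlikely explanation of this over all 5030 single exon genes, since the Spearman correlation without them was -0.619. With a mean FPKM of at least 1, where the relation did not run opposite, leaving them out moved it from 0.140 to 0.544 (permutation p = 0.00688), so they do bear on its size there. Against the matched input set, the value without them at that FPKM was -0.0861. No biological explanation was tested.
The higher specificity of lncRNAs may partly come from counting noise between libraries. The 9 input libraries in place of fRIP libraries gave a difference of 0.00645, below 48 of 50 draws of 9 fRIP libraries, but above 0, and the contribution of noise cannot be told apart.
Transcript length and exon number are an unlikely sole explanation of the SUZ12 difference for GAAGMHGAW, as 0.384 remained in the residuals. Transcript length is a likely contributor to the positive UUUUAAAA correlations, as 5 of 24 proteins stayed positive after regression on log2 length.
A batch shared within an input set may raise the resemblance of proteins. Against the same 9 inputs, pairs of proteins of one set correlated more than pairs of different sets by 0.00380 (one-sided permutation p = 0.409; 103 and 173 pairs), which is within chance. Against the matched input sets only pairs of one set share inputs, which gave unchanged groups 0.580 where separate inputs gave 0.104, so that comparison does not bear on a batch. As each protein belongs to 1 set, the batch cannot be told apart from resemblance between the proteins. Different input sets may also bear on the low correlation of SUZ12 and EZH2. Against the same 9 inputs it was higher by 0.0057 than against their own sets, but unchanged groups gave 0.46 in the first case and 0.0944 in the second, so that the small difference decides nothing and the effect of the input sets cannot be told apart.
Unspliced RNA in the fRIP is a candidate explanation of the spread in abundance preference. Across the 24 proteins, the rise over input in the share of retained intron isoforms correlated with it at a Spearman value of -0.603 (two-sided permutation p = 0.00238, adjusted 0.00377 over 3 relations) and a Pearson value of -0.635 (p = 0.0008, adjusted 0.0012). Without HNRNPH1 and PABP the Pearson value was -0.531. The Spearman value was, within the 13 proteins of input set 1 -0.703, within the 6 of set 3 -0.0857, and against the matched input set -0.615 (p = 0.00175). The share rose by 16.2 percentage points in HNRNPH1 fRIP and by 10.3 in ADAR fRIP and changed by -9.54 in PABP fRIP, from 21.6% in input over 7698 genes. Other proteins did not follow the relation. The share also rose by 9.84 points for SUZ12, 8.53 for CBX3, 7.55 for PHF8 and 5.99 for CBP. Their abundance preferences were 0.00726, -0.0129, 0.0457 and 0.121. Both measures use input values.
Of the 10 genes with the largest log2 fold change in STAG2 fRIP, 4 are not annotated as mRNAs, namely AC010970.2 (7.27), CTD-2328D6.1 (6.56), MTRNR2L12 (5.00) and PPIAP31 (3.72), while GOLGB1 (7.18) and STAG2 (6.45) lead the mRNAs. Reads shared with near-identical copies are a candidate explanation of the 4. The percent of 25-mers found in transcripts of other genes was 0 for AC010970.2 and CTD-2328D6.1 and 74.5 for PPIAP31, with a median of 0, and MTRNR2L12 has no sequence in the annotation used. With 3 of 4 genes covered, and no search outside transcripts, this cannot be told apart.
OPLAH (chromosome 8, 145106167 to 145118868, minus strand) had 398 ± 33.9 FPKM in CBP fRIP against 39.7 ± 6.88 FPKM in input, a log2 fold change of 3.31 (adjusted p = 2.18e-25, limma; 3.42 against the matched input set). NLRP1 (chromosome 17, 5402735 to 5522744, minus strand) had 94.0 ± 24.0 FPKM in HDAC1 fRIP against 25.1 ± 5.65 FPKM, a log2 fold change of 1.87 (adjusted p = 1.92e-13; matched 1.49), and was higher in CBP fRIP, at 131 ± 25.1 FPKM (2.35; matched 2.45). For each, all 3 libraries of the fRIP lay above the inputs.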
